# Single-cell RNA-sequencing reveals distinct patterns of cell state heterogeneity in mouse models of breast cancer

**DOI:** 10.7554/eLife.58810

**Published:** 2020-08-25

**Authors:** Syn Kok Yeo, Xiaoting Zhu, Takako Okamoto, Mingang Hao, Cailian Wang, Peixin Lu, Long Jason Lu, Jun-Lin Guan

**Keywords:** breast cancer, single-cell transcriptomics, cancer stem cells, heterogeneity, Mouse

## Abstract

Breast cancer stem cells (BCSCs) contribute to intra-tumoral heterogeneity and therapeutic resistance. However, the binary concept of universal BCSCs co-existing with bulk tumor cells is over-simplified. Through single-cell RNA-sequencing, we found that Neu, PyMT and BRCA1-null mammary tumors each corresponded to a spectrum of minimally overlapping cell differentiation states without a universal BCSC population. Instead, our analyses revealed that these tumors contained distinct lineage-specific tumor propagating cells (TPCs) and this is reflective of the self-sustaining capabilities of lineage-specific stem/progenitor cells in the mammary epithelial hierarchy. By understanding the respective tumor hierarchies, we were able to identify CD14 as a TPC marker in the Neu tumor. Additionally, single-cell breast cancer subtype stratification revealed the co-existence of multiple breast cancer subtypes within tumors. Collectively, our findings emphasize the need to account for lineage-specific TPCs and the hierarchical composition within breast tumors, as these heterogenous sub-populations can have differential therapeutic susceptibilities.

## Introduction

The mammary gland is a bi-layered epithelial organ which consists of basal as well as myoepithelial cells in the outer layer. The inner epithelium comprises of luminal cells which can be broadly classified into the hormone-sensing lineage (estrogen receptor + or progesterone receptor +, ER^+^/PR^+^) and the secretory alveolar lineage (Bach et al., 2017). As with most other organs, a hierarchical relationship can be established between the differentiation states of the distinct cell lineages within the mammary gland (Visvader and Clevers, 2016). During embryonic developmental stages, bipotent mammary stem cells (MaSCs) with hybrid basal-luminal gene expression patterns and the ability to give rise to both layers of the developed mammary epithelium have been described (Pal et al., 2017; Spike et al., 2012; Wuidart et al., 2018). Postnatally, the hybrid basal-luminal gene signatures diminish and eventually leads to the bifurcation of unipotent basal and luminal lineage stem/progenitor cells respectively by the onset of puberty in mice (Giraddi et al., 2018; Pal et al., 2017; Van Keymeulen et al., 2011; Wuidart et al., 2018). Recent insights from lineage tracing in mouse experiments have also revealed that the ER+ and ER- luminal lineages can respectively self-sustain, through multiple cycles of pregnancy, lactation and involution (Van Keymeulen et al., 2017; Wang et al., 2017). Altogether, there is cumulative evidence to support the existence of primitive bipotent fetal-MaSCs (fMaSCs) (Spike et al., 2012; Wuidart et al., 2018), quiescent adult-MaSCs (aMaSCs) (Fu et al., 2017; Rios et al., 2014), basal-lineage SCs (Shackleton et al., 2006; Van Keymeulen et al., 2011), ER^-^ luminal SCs (Wang et al., 2017) and ER^+^ luminal SCs (Van Keymeulen et al., 2017; Wang et al., 2017) at varying timepoints of mammary gland development in the mouse. As such, there is a milieu of long-lived SCs/progenitors within the mouse mammary gland that could be candidates for transformation and potential tumor-initiating cells, but each with properties that are unique to a particular lineage or developmental timepoint. Alternatively, neoplastic transformation of cells can also lead to plasticity (Koren et al., 2015; Molyneux et al., 2010) and the acquisition of any one of the aforementioned stem/progenitor-like states could have a unique role in tumor progression.

In the context of cancer, it has been proposed that differentiation hierarchies also exist among tumor cells, with cancer stem cells (CSCs) residing at the apex of the hierarchy within tumors (Nguyen et al., 2012). Although much progress has been made since the initial prospective isolation of CSCs in breast tumors (Al-Hajj et al., 2003), major gaps remain in the conceptual framework of breast CSCs (BCSCs), particularly in light of recent insights from the normal mammary differentiation hierarchy (Fu et al., 2017; Nguyen et al., 2018; Van Keymeulen et al., 2017; Van Keymeulen et al., 2011; Wang et al., 2017; Wuidart et al., 2018). An additional confounding factor has been the description of multiple distinct markers that can enrich for BCSC populations such as CD44^+^/CD24^-^ (Al-Hajj et al., 2003), ALDH^+^ (Ginestier et al., 2007), HER2^+^ (Ithimakin et al., 2013), CD29^hi^ (Kouros-Mehr et al., 2008) and side population cells (Britton et al., 2011). Recent studies have shown that the CD44^+^/CD24^-^ and ALDH^+^ markers identify minimally overlapping populations and each of these sub-populations exhibit epithelial to mesenchymal (EMT)-like and mesenchymal to epithelial (MET)-like characteristics, respectively (Liu et al., 2014). Distinct BCSC populations have also been shown to have differential preferences for signaling and metabolic pathways (Luo et al., 2018; Roarty et al., 2017; Yeo et al., 2016), suggesting the need to account for these BCSC populations separately when it comes to therapeutic targeting. It is also important to note that not all previously characterized BCSC markers have been investigated concurrently in an exhaustive manner (Hwang-Verslues et al., 2009). Accordingly, the possibility that more non-overlapping markers that enrich for other distinct BCSC populations remain to be determined. Since some of the previously described BCSCs that have increased tumor propagating potential may exist in a progenitor or EMT state that does not strictly correspond to mammary stem cells, we will utilize the term tumor propagating cells (TPCs) when referring to cells with increased tumorigenic potential (Giraddi et al., 2018).

The mammary differentiation hierarchy has also been pivotal in guiding the stratification of breast cancer subtypes (Visvader and Clevers, 2016). Immunohistochemical analysis of estrogen receptor (ER), progesterone receptor (PR) and HER2 receptor enables a crude association with the hormone-sensing lineage (ER^+^, PR^+^) and basal-like (ER^-^, PR^-^, HER2^-^) subtypes of breast cancer. Parallels between the intrinsic molecular subtypes of breast cancer (Perou et al., 2000; Prat et al., 2010) and mammary differentiation states can also be observed with basal-like breast cancers being associated with mouse fMaSCs (Pal et al., 2017; Spike et al., 2012), claudin-low breast cancers with mouse aMaSCs (Fu et al., 2017) and luminal-A breast cancers with the hormone-sensing lineage. By extension, TPCs which occupy a less-differentiated cell state could correspond to a different breast cancer subtype relative to bulk tumor cells. This raises the question of whether multiple breast cancer subtypes co-exist within a tumor (Yeo and Guan, 2017). An increasing number of observations support this notion (Chung et al., 2017; Roarty et al., 2017) but breast cancer subtype heterogeneity within mouse models of breast cancer has not been well characterized.

In this study, using molecular profiling and single-cell RNA sequencing (scRNA-seq) of multiple mouse models of breast cancer, we demonstrated that various tumors driven by different oncogenic events contained tumor cells spanning distinct spectra of cell states within the mammary epithelial hierarchy. We further showed that each of these mammary tumors contained putative lineage-specific TPCs, rather than a universal BCSC population. Accordingly, we utilized CD14 to isolate alveolar progenitor-like TPCs from Neu tumors based on the newly revealed hierarchy of cell states within the tumors. Importantly, the hierarchical heterogeneity that was observed in these tumors was accompanied by the co-existence of cells associated with multiple PAM50 breast cancer subtypes within each of the tumors examined.

## Results

### Tumor cells from different mouse models of breast cancer cluster separately with distinct signatures of mammary lineage markers

To gain insights into the heterogeneity within mammary tumors, we performed single-cell transcriptional profiling of tumor cells from multiple mouse models representing both luminal and basal-like subtypes of breast cancer (Figure 1A). Both MMTV-Neu (Guy et al., 1992b) and MMTV-PyMT (Guy et al., 1992a) driven tumors (designated as Neu and PyMT tumors, respectively) have been well-characterized and used extensively to illuminate the roles of various oncogenic and tumor suppressive pathways that are relevant in Her2^+^ and other luminal breast cancers. Essentially, the MMTV-Neu tumors examined were ER^-^/PR^-^/HER2^+^ while the MMTV-PyMT tumors were ER^-^/PR^-^/HER2^lo^ (Figure 1—figure supplement 1A). Complementarily, *Brca1^F/F^ Trp53^F/F^ Krt14-Cre* mice develop mammary tumors (Liu et al., 2007) (designated as BRCA1-null tumors) which mimic basal-like breast cancers and were ER^-^/PR^-^/HER^-^ (Figure 1—figure supplement 1A). In these experiments, PyMT, Neu and BRCA1-null tumors were derived and extracted from congenic FvB background mice when tumors were approximately 1000 mm^3^. Tumors were dissociated into single-cell suspensions before sorting for epithelial CD24^+^ Lin^-^ (CD31^-^ CD45^-^ Ter119^-^) cells (Figure 1A, Figure 1—figure supplement 1B–C), to enrich for tumor cells and reduce stromal cell contamination. Consequently, isolated tumor cells from the three different tumor types were subjected independently to the Chromium 10x droplet-based single-cell RNA-sequencing (sc-RNAseq) platform, before pooling together cDNA libraries from all tumors for sequencing. 

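BRCA1-null, PyMT and Neu tumors were each profiled as 2 single-cell libraries, replicate A and replicate B, and each replicate came from a separate tumor. The BRCA1-null and Neu tumors arose in the animals that carry the alleles, whereas both PyMT tumors grew from transplanted cells of the FF99WT line, which was derived from a tumor driven by the MMTV-PyMT transgene. The PyMT libraries therefore differ from the others in transplant origin as well as in the oncogene. The libraries were made with the 10x Chromium 3' chemistry, in which each captured transcript is counted once by its unique molecular identifier (UMI). The deposited values are raw UMI counts per gene and cell barcode for the genes of mm10, whose coordinates are those of GRCm38. Cells that passed the filters of the study held 5423705 UMIs in BRCA1-null replicate A, 29016496 in BRCA1-null replicate B, 17702743 in PyMT replicate A, 36732432 in PyMT replicate B, 21608482 in Neu replicate A and 33053395 in Neu replicate B. For comparisons of tumor types, the UMIs of each library were summed over its cells, so that the tumor and not the cell was the replicate. The sums were normalized by TMM and each tumor type was compared with the mean of the other two by edgeR's quasi-likelihood test, which covered 13938 genes with 3 residual degrees of freedom. Levels are given as CPM of these sums. The genes altered in the models were examined first. Trp53, which is floxed in the BRCA1-null mice, was at 27.5 ± 5.45 CPM (SD, n = 2 tumors) in BRCA1-null, 98.05 ± 6.94 in PyMT and 46.9 ± 0.824 in Neu libraries, a log2 fold change of -1.31 for BRCA1-null (standard error 0.24, adjusted p = 0.0101). Brca1 was at 4.64 ± 2.78 CPM in BRCA1-null libraries, at 0.940 ± 0.877 in PyMT and at 1.06 ± 0.118 in Neu, and did not pass the test (log2 fold change 2.15, adjusted p = 0.0509). The reads lie at the 3' end of transcripts, so a deletion of internal exons need not lower the count of a gene. Erbb2 was at 22.8 ± 2.33 CPM in Neu libraries, at 12.9 ± 5.72 in PyMT and at 6.17 ± 4.91 in BRCA1-null, and did not pass the test for Neu (log2 fold change 1.33, standard error 0.49, adjusted p = 0.0913). The count is that of the mouse gene, and how many reads of the Neu transgene it takes up was not measured. Without BRCA1-null replicate B the adjusted p for Erbb2 was 0.0105. Brca1 passed the test without BRCA1-null replicate B (0.0335) and without PyMT replicate B (0.0462), and in 6 of the other settings tried.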

Biological replicates for each tumor type were sequenced independently in a second batch. 

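Before filtering, the libraries held 292 barcodes for BRCA1-null replicate A, 2810 for BRCA1-null replicate B, 2158 and 2015 for PyMT replicates A and B, and 2435 and 2132 for Neu replicates A and B. Barcodes were removed where UMIs or genes lay over 3 median absolute deviations (MADs) below the median of the library on a log scale, where a cell had under 1000 UMIs or under 500 genes, where mitochondrial genes took 20% or more of the UMIs, or where the barcode sequence occurred in more than 1 library. Low UMIs or genes applied to 1405 barcodes of the 3 tumor types, mitochondrial UMIs to 1083 and shared sequences to 207, and a barcode can be counted under several of these. The cells kept numbered 240 for BRCA1-null replicate A, 2044 for BRCA1-null replicate B, 1834 and 1711 for the PyMT replicates, and 2242 and 1912 for the Neu replicates. BRCA1-null replicate A thus gave the fewest cells by far, and it supplied 240 of the 2284 BRCA1-null cells. Median UMIs per cell kept were 18293 and 11970 in the BRCA1-null replicates, 9460 and 20020 in PyMT, and 8643 and 15975 in Neu. With MADs taken on the raw scale 10218 cells were kept, and with shared barcode sequences retained 10165. Scrublet, run at an expected rate of 2%, called 61 of the cells kept doublets, 12 of which were in BRCA1-null replicate A.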

A total of 11842 cells were sequenced from all three tumor types and after rigorous quality control filtering (Figure 1—figure supplement 2A–D), 9983 cells (4154, 3545 and 2284 cells for Neu, PyMT and BRCA1-null tumors, respectively) were retained for subsequent analyses. On average, between 2205 to 3363 unique genes were detected for cells from each tumor sample (Figure 1—figure supplement 2E). 

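Over all barcodes, the median number of genes detected per cell was 3363 in BRCA1-null replicate A, 2274 in BRCA1-null replicate B, 2205.5 in PyMT replicate A, 3325 in PyMT replicate B, 2378 in Neu replicate A and 3064.5 in Neu replicate B. Among cells that passed the filters the medians were 3699 and 2756 in BRCA1-null, 2318 and 3467 in PyMT, and 2452 and 3166 in Neu. Replicates of a tumor type differed in depth as much as tumor types did. For this reason shares of cells with a UMI of a gene were compared after each cell had been thinned at random to 3000 UMIs, which left out 22, 174, 21, 0, 207 and 0 cells of the libraries in the same order.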

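To put a number on the overlap of replicates, the 20 nearest cells of every cell were found in 50 principal components of the 6 libraries, without correction between libraries. Genes of the lists reported below were left out of the features. Markers used to name clusters, and genes named below for the size of their change, were not left out. If replicates were fully mixed, the other replicate would supply 89.5% of the neighbors of the same tumor type for BRCA1-null replicate A and 10.5% for BRCA1-null replicate B, 48.3% and 51.7% for the PyMT replicates, and 46.0% and 54.0% for the Neu replicates. The other replicate supplied 10.7% and 0.959% of the neighbors in BRCA1-null, 13.7% and 5.89% in PyMT, and 5.20% and 4.03% in Neu, the remainder being cells of the same library or, rarely, of another tumor type. Cells were then thinned to 3000 UMIs, so that depth no longer differed between libraries. These shares became 15.8% and 0.957% in BRCA1-null, 24.5% and 32.1% in PyMT, and 13.2% and 14.7% in Neu. Neighbors were thus drawn mostly from the same library. At matched depth the share of the other replicate was larger in all libraries but BRCA1-null replicate B. A t-SNE plot shows groups of cells, and mixing of replicates within a group can differ from the mixing among nearest cells.

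**Figure D1:**
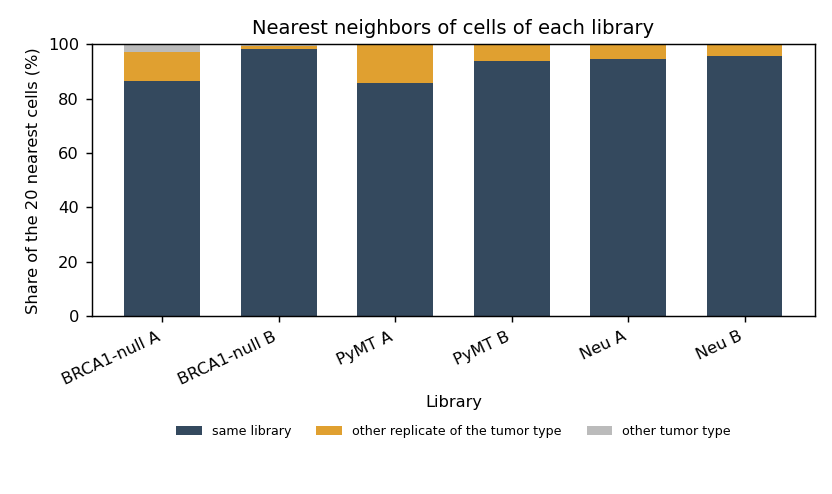
Share (%) of the 20 nearest cells, in principal components, that came from the same library, from the other replicate of the tumor type or from another tumor type, for the cells of each library. Depth was not matched; the other replicate supplied between 0.959% and 13.7% of the neighbors here, and up to 32.1% at 3000 UMIs per cell.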

Despite sequencing the tumor replicates in a separate batch, initial analysis of cells through dimensionality reduction algorithms (Bioconductor: scran) revealed that cells from both replicates were overlapping to a large degree (Figure 1—figure supplement 3A). Moreover, replicates of respective tumor types were clustering together (Figure 1—figure supplement 3B) and had a high degree of concordance (Pearson correlation coefficients > 0.97 between respective replicates for all tumor types, Figure 1—figure supplement 3C–E), indicating that batch effects were minimal. Among these cells, the majority were more closely associated with a G1 cell cycle state and less than 2.5% of cells were either in G2/M or S phases (Figure 1—figure supplement 4A–D). Additionally, normal mammary epithelial cell (MEC) contamination was inferred to be minimal among the cells examined (Cells without CNV in Neu: 0.4%, PyMT: 0%, BRCA1-null: 8.8%) (Figure 1—figure supplement 4E–F).

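Mean log2 normalized expression of PyMT replicates A and B had a Pearson's r of 0.986 across 16873 genes, and that of the Neu replicates an r of 0.984 across 16948 genes. For the BRCA1-null replicates r was 0.949 across 19017 genes, which is an r2 of 0.901. Pairs of libraries of different tumor types had r between 0.876 and 0.921, so each pair of replicates was more alike than any pair of libraries from different tumor types. From log2(CPM + 1) of the summed counts, r was 0.939 for BRCA1-null, 0.986 for PyMT and 0.983 for Neu. Genes are not independent replicates, so no p-value is attached to these correlations. Epcam was at 219.8 CPM in BRCA1-null replicate A and 1788 in replicate B, and Cldn3 was at 107 and 727 CPM. From the correlations and the grouping of replicates, the paper concludes that batch effects were small.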

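The function cyclone from scran, with its mouse marker pairs, called 240 of 9983 cells S or G2/M, which is 2.40% (95% exact Clopper-Pearson interval 2.11% to 2.72%). The share differed between libraries by more than counting error. It was 12.1% (29 of 240 cells, 8.24% to 16.9%) in BRCA1-null replicate A and 4.89% (100 of 2044 cells, 4.00% to 5.92%) in BRCA1-null replicate B, against 0.491% and 1.34% in the PyMT replicates and 1.47% and 2.41% in the Neu replicates. The call depends on depth, since it compares pairs of genes within a cell. With each cell thinned to 3000 UMIs the share over the 3 tumor types was 4.90%. Cells with a UMI of at least 2 of 8 proliferation markers (Top2a, Cdk1, Ccnb1, Cenpf, Ube2c, Ccna2, Tpx2 and Nusap1) made up 9.65%. In every setting BRCA1-null replicate A had the largest share. In summed counts, 16 of 28 cell cycle genes were higher in BRCA1-null than in the mean of PyMT and Neu and none was lower (edgeR; 20 higher when adjusted over the list alone). Intervals cover counting error only, and RNA released by dividing cells can add UMIs to other cells.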

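Copy number was not called here with CONICSmat, and the cells without copy number changes were not counted again. In its place, expression was compared chromosome by chromosome between the summed libraries. The median log2 expression of the genes of each chromosome, relative to the other libraries, had an r across chromosomes of 0.847 between the Neu replicates, 0.580 between the PyMT replicates and -0.0295 between the BRCA1-null replicates. Medians over a chromosome reflect expression programs as well as copy number, so they do not count cells with or without a change.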

**Figure 1.**
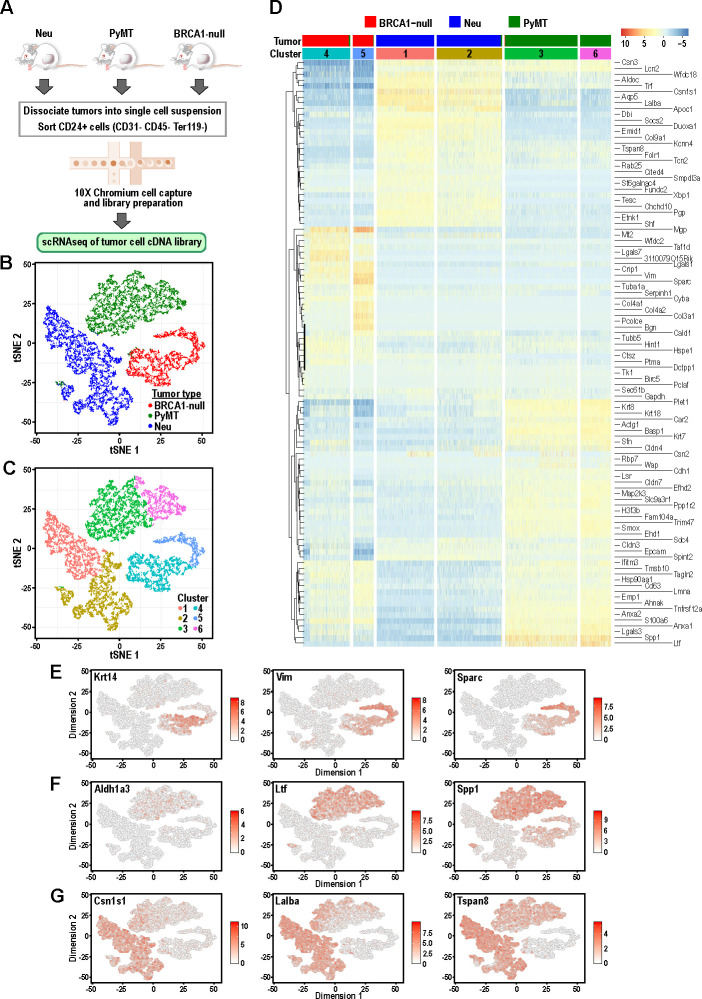
Tumor cells from distinct mouse models of breast cancer cluster separately and can be differentiated by the expression of mammary lineage markers. (**A**) Schematic of workflow for the isolation of mammary tumor cells from BRCA1-null, PyMT and Neu tumors for scRNA-seq. (**B**) t-SNE plots of mammary tumor cells colored by tumor sample; Neu (blue), PyMT (green), BRCA1-null (red). (**C**) t-SNE plots of mammary tumor cells colored by clusters 1–6. (**D**) Heatmap of top differentially upregulated genes between tumor clusters. (**E–G**) t-SNE plots of tumor clusters colored by the normalized log-transformed expression of the indicated genes classified as (**E**) basal genes, (**F**) luminal progenitor associated genes and (**G**) alveolar lineage genes.

**Figure 1—figure supplement 1.**
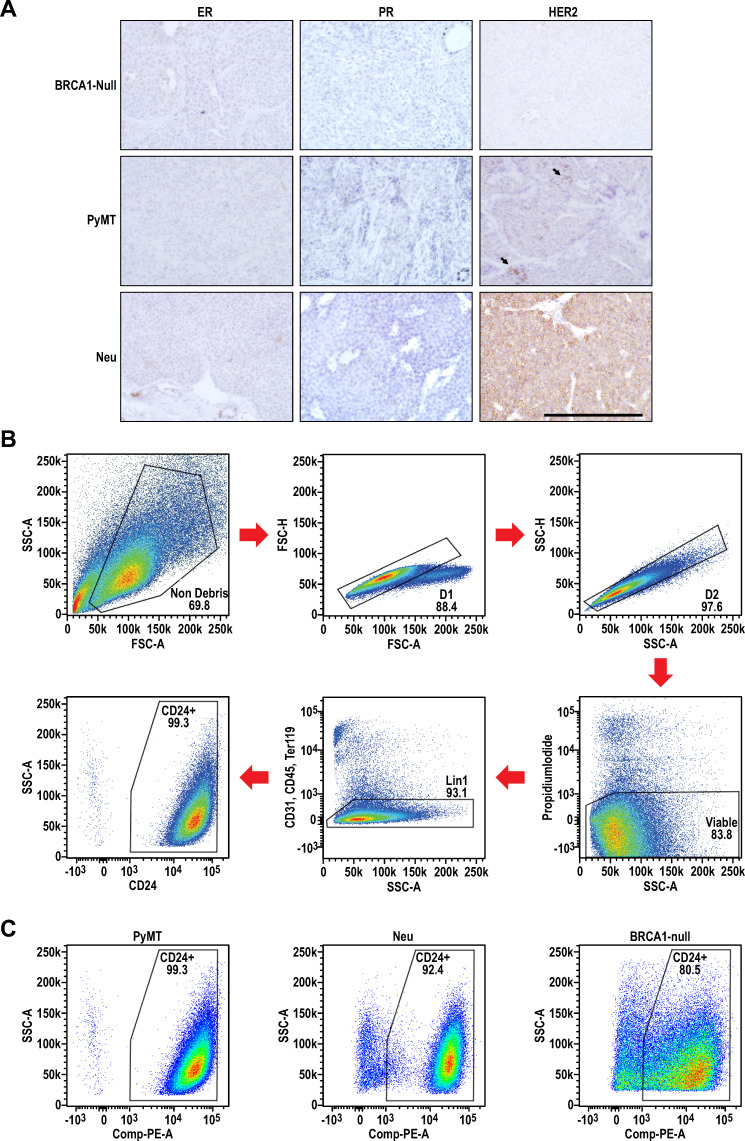
Receptor status and representative gating strategy for sorting of Lin^-^ CD24^+^ mammary tumor cells from the distinct tumors. (**A**) Immunohistochemical staining for ER, PR and HER2 in BRCA1-null, PyMT and Neu tumors. Scale bars represent 200 µm. (**B**) Gating strategy for sorting tumor cells. (**C**) Representative CD24^+^ gates for PyMT, Neu and BRCA1-null tumor models.

**Figure 1—figure supplement 2.**
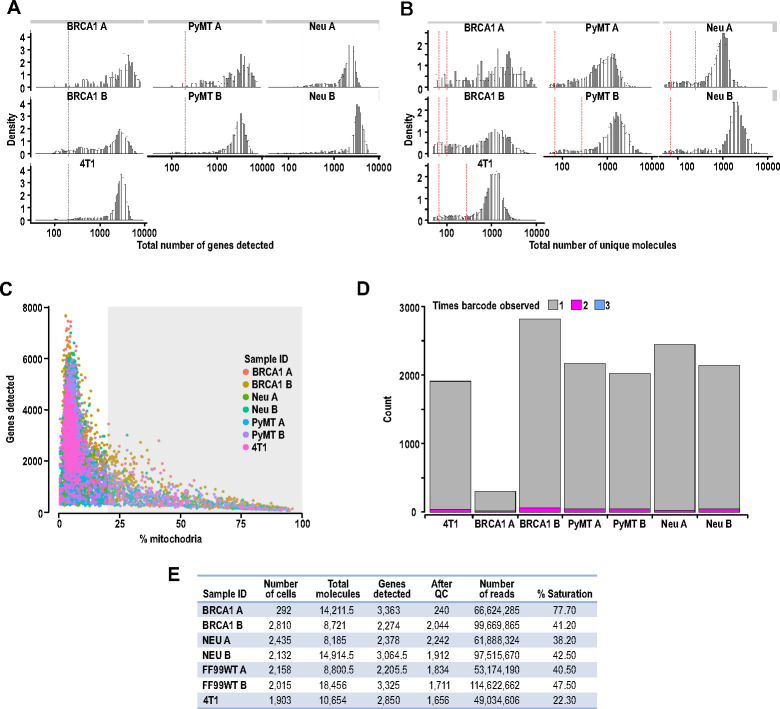
Quality control filtering of scRNA-seq prior to processing. (**A**) Exclusion of cells with <500 genes detected or three median absolute deviations (MADs) below the median. (**B**) Exclusion of cells with <1000 unique molecular identifiers (UMIs) or 3 MADs below the median. (**C**) Exclusion of cells with increased reads corresponding to mitochondrial genes (>20%). (**D**) Bar charts showing the proportion of index-swapped barcodes that were removed from each tumor sample. (**E**) Table showing the average number of molecules and genes detected per cell for tumor samples.

**Figure 1—figure supplement 3.**
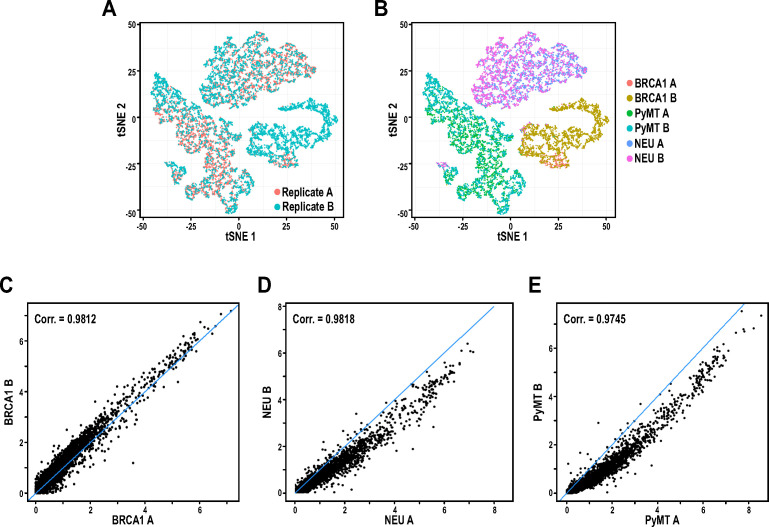
Replicates of tumor samples exhibit a high degree of concordance and reproducibility. (**A**) t-SNE plots showing tumor cell clusters colored by the independent sequencing batches. (**B**) t-SNE plots showing tumor cell clusters colored by tumor type and replicate. (**C–E**) Plots showing the r^2^ values between (**C**) BRCA1-null replicates, (**D**) Neu replicates and (**E**) PyMT replicates.

**Figure 1—figure supplement 4.**
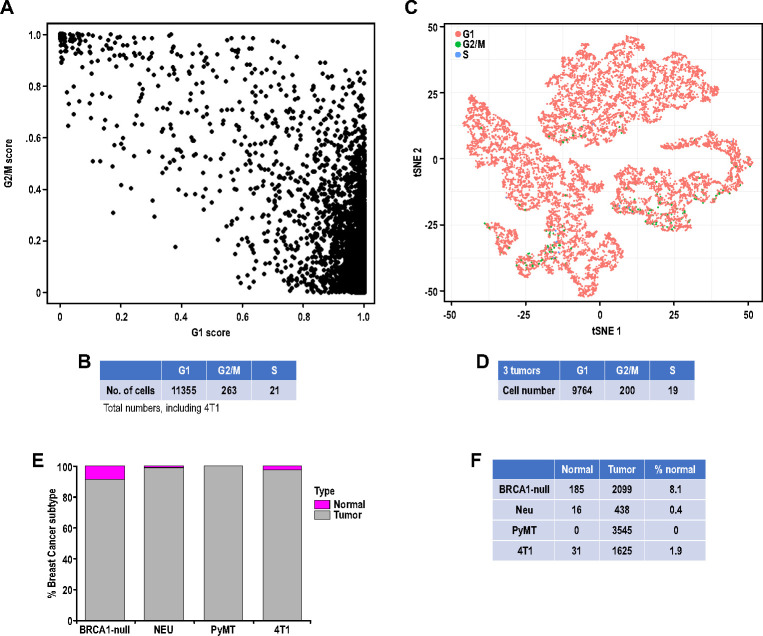
Cell cycle and copy number variation (CNV) prediction for individual tumor cells. (**A**) Plot showing tumor cells with gene expression patterns correlating with G1 and G2/M scores respectively. (**B**) Table showing the number of tumor cells assigned into either G1, G2/M or S categories. (**C**) t-SNE plots showing the distribution of cells in the G1, G2/M or S categories for BRCA1-null, PyMT and Neu tumors. (**D**) Table showing the number of tumor cells assigned into either G1, G2/M or S categories for BRCA1-null, PyMT and Neu tumors. (**E**) Bar chart and (**F**) table, showing the number of cells inferred to harbor copy number variations (CNVs), as determined by CONICSmat, in every tumor sample.

Initial visualization of the data through t-distributed stochastic neighbor embedding (t-SNE) plots showed that Neu, PyMT and BRCA1-null tumor cells formed three distinct groups (Figure 1B) with minimal overlap between cells of distinct tumor types, which is consistent with each of these models being driven by distinct oncogenic events. These three main groups could be further subdivided into six clusters upon unsupervised clustering analysis by a shared nearest-neighbor clustering approach (Figure 1C). 

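Of the 20 nearest neighbors, 97.3% and 99.5% were of the same tumor type in BRCA1-null replicates A and B, 99.7% in both PyMT replicates, 99.9% in Neu replicate A and 99.8% in Neu replicate B. The tumor types also differed widely in summed expression. BRCA1-null tumors had 2468 genes higher and 1349 lower than the mean of PyMT and Neu at an adjusted p under 0.05 from edgeR. PyMT tumors had 1003 genes higher and 1055 lower, and Neu tumors 1886 higher and 1358 lower. Large increases in BRCA1-null among well expressed genes were those of Ccnd2 (log2 fold change 8.55, standard error 0.27, adjusted p = 8.26e-05), Igfbp2 (8.49), Meg3 (8.24), Mest (8.06) and Col6a3 (7.97), and the largest decreases those of Igfals (-6.37), Csn3 (-5.95), Scgb2b27 (-5.94) and Tspan8 (-5.70). In PyMT, Klk6 (6.97, standard error 0.27, adjusted p = 0.000572), Wincr1 (6.76), Klk10 (6.67) and Csf3 (6.08) rose most beside Ltf, and Snhg18 (-7.25), Chad (-6.56) and Fundc2 (-6.36) fell most. In Neu, Cd36 (8.25, standard error 0.57, adjusted p = 0.000977), Comp (7.79), Slc6a2 (7.73) and Duox1 (7.29) rose most, and Krt19 (-6.91) and Cdkn2a (-6.18) fell most. The comparison of BRCA1-null with the mean of the others was also run on simulated counts. Genes with a 4-fold increase were called in 100% of cases and those with a 2-fold increase in 36%. Those with a decrease to 0.25-fold were called in 79.2% and to 0.5-fold in 20%. The counts of genes higher or lower moved when single libraries were left out. Without PyMT replicate A or B, 124 or 140 genes were higher in PyMT, and without Neu replicate A or B, 363 or 468 were higher in Neu. Without Neu replicate B, 1285 genes were higher in BRCA1-null. Chad no longer passed the test for PyMT without PyMT replicate A (adjusted p = 0.0945) or B (0.0960), nor Krt19 for Neu without Neu replicate A (0.118) or B (0.132). The paper reasons that minimal overlap between the tumor types fits models that are driven by distinct oncogenic events.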

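The shared nearest neighbor graph of the 6 libraries was divided into 6 clusters by the walktrap algorithm. Genes of the reported lists were left out of the features. The clusters held 9020, 417, 297, 194, 36 and 19 cells. The first held nearly all PyMT and Neu cells together with 12.1% of BRCA1-null replicate A and 63.9% of BRCA1-null replicate B. The other clusters were made up mostly of BRCA1-null cells, and 194 cells of replicate A formed a cluster apart from the 417 cells of replicate B. Modularity of the walktrap division was highest at 15 clusters. Louvain clustering of the same graph into 6 gave sizes of 3537, 2229, 1918, 1349, 736 and 214. In it 99.6% of both PyMT replicates fell in the first cluster. The next 2 clusters held Neu cells, 97.1% of Neu replicate A in one and 97.1% of Neu replicate B in the other, and the last 3 held BRCA1-null cells, with 84.6% of replicate A in the smallest. The division of Neu cells in this clustering therefore followed the replicate, while BRCA1-null replicate B was itself divided, with 63.65% of its cells in one cluster and 35.6% in another.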

To broadly characterize the different clusters, a gene expression heatmap comprising the top-ranked differentially upregulated genes between each cluster was generated (Figure 1D). The basal-like BRCA1-null cells had increased expression of basal-associated genes such as *Krt14, Vim* and *Sparc* (Figure 1D–E). 

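Krt14 (ENSMUSG00000045545, chromosome 11 of GRCm38 from 100203162 to 100207548), a keratin of basal cells, was at 799 ± 1063 CPM (SD, n = 2 tumors) in BRCA1-null, 23.3 ± 13.5 in PyMT and 4.13 ± 3.79 in Neu libraries. The log2 fold change of BRCA1-null over the mean of the other two was 6.34 (standard error 1.24, adjusted p = 0.0117). The level was 47.3 CPM in BRCA1-null replicate A and 1551 in replicate B. Without replicate B, the log2 fold change was 2.18 and did not pass the test (adjusted p = 0.0563), nor did Krt14 pass without PyMT replicate A (0.0635), PyMT replicate B (0.0583) or Neu replicate A (0.0597). At 3000 UMIs per cell, 5.96% of cells of BRCA1-null replicate A (exact Clopper-Pearson interval 3.21% to 9.98%) and 59.2% of replicate B (56.9% to 61.4%) had a Krt14 UMI. In luminal PyMT cells the share was 1.43% and 5.09%, and in Neu cells 0.491% and 1.52%. Vim (ENSMUSG00000026728, chromosome 2 from 13573927 to 13582826), an intermediate filament of mesenchymal cells, was at 1224 ± 570.3 CPM in BRCA1-null, 25.3 ± 3.795 in PyMT and 26.8 ± 13.8 in Neu (log2 fold change 5.55, standard error 0.43, adjusted p = 0.000726). Sparc (ENSMUSG00000018593, chromosome 11 from 55394500 to 55423183), a matrix protein, was at 982 ± 659 CPM in BRCA1-null, 7.05 ± 4.18 in PyMT and 11.4 ± 6.79 in Neu (6.77, standard error 0.63, adjusted p = 0.00126). Vim and Sparc passed the test without any single library. Of 18 basal and myoepithelial genes, 13 were higher in BRCA1-null and none was lower (14 higher and 1 lower when adjusted over the list alone). Acta2 led this list at 182 ± 12.4 CPM against 0.905 in PyMT and 0.646 in Neu. Of 23 mesenchymal and matrix genes 20 were higher (21 when adjusted over the list alone), and of 11 transcription factors of epithelial-mesenchymal transition (EMT) 8 were (8 over the list alone), among them Zeb1, Zeb2 and Twist1. Of 22 epithelial junction genes, 1 was higher and 7 were lower (1 and 12 when adjusted over the list alone). Endothelial markers were also higher for 7 of 7 and pericyte markers for 3 of 5 (7 and 4 over the list alone). Hormone-sensing genes were higher for 8 of 11 and lower for 1 (9 and 1 over the list alone). Clusters with mesenchymal or immune markers held 3.75% of the cells of replicate A and 16% of replicate B. Without them, a comparison chosen after the data were seen, 17 of 20 mesenchymal genes measured were higher (median log2 fold change 5.54 over these 20, and 6.99 over the 23 measured with all cells), with log2 fold changes of 6.50 for Krt14 (adjusted p = 0.0136), 5.29 for Vim (0.000861) and 5.91 for Sparc (0.00150).

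**Figure D2:**
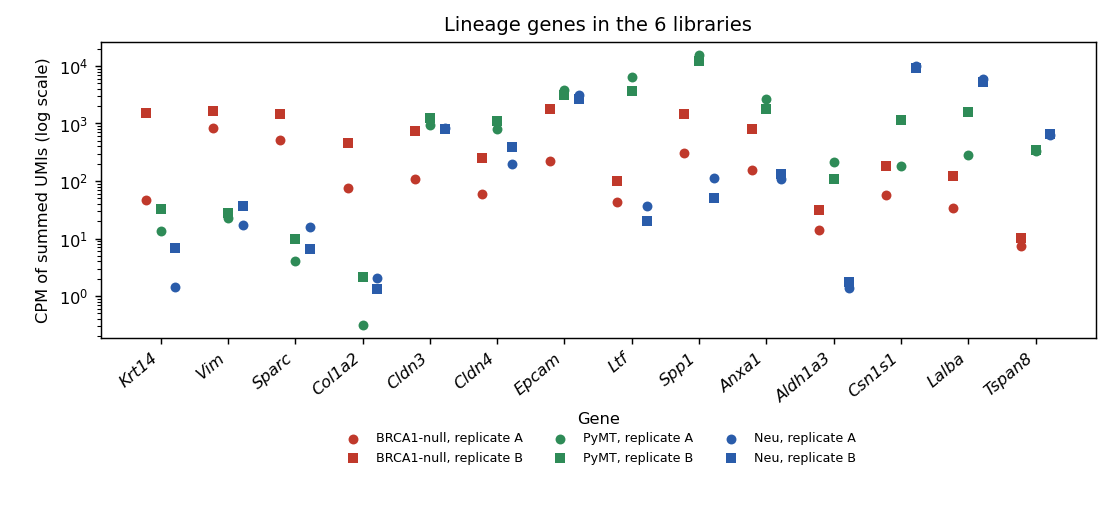
CPM of summed UMIs (log scale) of lineage genes in the 6 libraries; each point is 1 tumor, circles are replicate A and squares replicate B. Krt14 was at 47.3 CPM in BRCA1-null replicate A and 1551 in replicate B, and both Neu replicates were below 10 CPM.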

Intriguingly, the BRCA1-null tumor cells could be segregated further into cells with basal (Cluster 4) and mesenchymal (Cluster 5) features, respectively (Figure 1D). 

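In the walktrap division into 6 joint clusters, epithelial genes were highest in clusters 1 and 5 and mesenchymal genes in clusters 3 and 6. Cluster 5 held 36 cells, 25 of them from BRCA1-null tumors. Cldn4 was at 1604 ± 174 CPM in it (SD, n = 2 libraries; log2 fold change 5.76 over the mean of the other clusters, standard error 0.33, adjusted p = 4.27e-64 from edgeR) and at 17.8 CPM in cluster 3. Cldn3 was at 936 CPM in cluster 5 and 53.5 in cluster 3, and Epcam at 2028 and 127 CPM. Cluster 3 held 297 cells, 293 of them from BRCA1-null replicate B, the only library with enough cells for a sum, so no test is given for it. Sparc was at 9779 CPM there, Col3a1 at 3875 CPM, Bgn at 3209 CPM and Vim at 4329 CPM. Vim was higher still, at 7346 CPM, in the 19 cells of cluster 6. Of the 9 genes the study names for its clusters 1, 4 and 5, 7 had their highest level in the cluster shared by most genes named for the same cluster, against 4.72 on average when the genes were shuffled among clusters (0.0248 of shuffles gave as many). With Louvain clustering, where no degrees of freedom remained for a test, 8 of 9 did, but Cldn4, Cldn3 and Epcam peaked in cluster 1, which held 99.6% of the cells of each PyMT replicate. Cluster 4 of that clustering combined Cldn3 at 888 CPM and Epcam at 2387 CPM with 542.7 CPM of Vim, and cluster 5, with 736 cells, had Sparc at 4442, Vim at 3675, Col3a1 at 1792 and Bgn at 1668 CPM. The p-values describe the clusters and come from the cells that define them, which had been sorted against CD31, CD45 and Ter119 with a CD24 gate that the study calls less stringent.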

Cluster 4 cells expressed higher levels of epithelial genes (*Cldn4, Cldn3, Epcam*) whereas Cluster 5 was defined by expression of mesenchymal genes (*Vim, Sparc, Col3a1, Bgn*) (Figure 1D). 

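Among the PyMT cells of the walktrap division, 7 of replicate A (0.382%) and 4 of replicate B (0.234%) fell in cluster 5, the smaller of the BRCA1-null clusters with high Cldn4. A single PyMT cell, from replicate B (0.0585%), fell in the mesenchymal cluster 3. With Louvain clustering 8 and 6 PyMT cells joined the epithelial BRCA1-null cluster, and 1 of replicate B joined the mesenchymal cluster. These are counts of a few cells each, and a mixed droplet that Scrublet did not call would be counted in the same way.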

A very small proportion of PyMT cells can also be found within both of these clusters and the presence of basal cells (KRT14^+^ leader cells or CD29^hi^ cells) have been described in this tumor model (Cheung et al., 2013; Yeo et al., 2016). In the case of PyMT tumor cells, higher levels of *Ltf, Spp1, Anxa1* and *Cldn4* distinguish them from Neu and BRCA1-null tumor cells (Figure 1D and F), and some of these genes have been associated with luminal progenitors (Nguyen et al., 2018). In addition, levels of the luminal progenitor marker *Aldh1a3* was exclusively detected in PyMT tumor cells (Figure 1F), indicating that these tumors consist of cells associated with a primitive luminal cell state (Eirew et al., 2012). 

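Ltf (ENSMUSG00000032496, chromosome 9 of GRCm38 from 111019271 to 111042767), which encodes lactotransferrin, was at 5002 ± 1853 CPM (SD, n = 2 tumors) in PyMT, 71.1 ± 40.0 in BRCA1-null and 28.5 ± 12.0 in Neu libraries. This is a log2 fold change of 6.79 (standard error 0.49, adjusted p = 0.00232). Spp1 (ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050), which encodes osteopontin, was at 13717 ± 2472 CPM in PyMT, 874 ± 808 in BRCA1-null and 81.7 ± 44.0 in Neu (5.68, standard error 0.65, adjusted p = 0.00543). Both passed the test whichever library was left out. Anxa1 was at 2241 ± 662 CPM in PyMT, 477 ± 451 in BRCA1-null and 120 ± 15.2 in Neu (3.23, standard error 0.57, adjusted p = 0.0153). Cldn4 was at 952 ± 201 CPM in PyMT, 155 ± 133 in BRCA1-null and 291 ± 137 in Neu (2.16, standard error 0.54, adjusted p = 0.0423). Neither Anxa1 nor Cldn4 passed without either PyMT or either Neu replicate, with adjusted p of 0.109 without PyMT replicate A, 0.0764 without PyMT replicate B, 0.0790 without Neu replicate A and 0.0671 without Neu replicate B for Anxa1, and of 0.163, 0.217, 0.146 and 0.0897 for Cldn4. Against single tumor types, Anxa1 was 4.23 higher on the log2 scale than in Neu (adjusted p = 0.0152), and its difference from BRCA1-null did not pass (0.0623). Cldn4 differed from BRCA1-null (adjusted p = 0.0382) and not from Neu (0.124). Of 12 luminal progenitor genes, which include Ltf, Spp1 and Anxa1, 8 were higher in PyMT and 1 was lower (9 and 2 when adjusted over the list alone). Junction genes were higher for 7 of 22 and lower for none (11 over the list alone). Genes of MHC class II were higher for 4 of 7 and lower for none (5 over the list alone), with H2-Ab1 at 157 ± 0.286 CPM in PyMT against 23.4 in BRCA1-null and 2.46 in Neu. Of 22 interferon genes 5 were higher and 2 lower (10 and 3 over the list alone). Of 23 mesenchymal genes 1 was higher and 9 were lower (1 and 15 over the list alone).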

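Aldh1a3 (ENSMUSG00000015134, chromosome 7 of GRCm38 from 66390890 to 66427517), which encodes a retinaldehyde dehydrogenase, was at 160 ± 72.1 CPM (SD, n = 2 tumors) in PyMT, 22.6 ± 11.8 in BRCA1-null and 1.56 ± 0.280 in Neu libraries. The log2 fold change of PyMT over the mean of the other two was 4.74 (standard error 0.41, adjusted p = 0.00347). Aldh1a3 was also higher in BRCA1-null than in Neu, by 3.86 on the log2 scale (standard error 0.53, adjusted p = 0.00497). At 3000 UMIs per cell, 20.96% of cells of PyMT replicate A (380 of 1813, exact Clopper-Pearson interval 19.1% to 22.9%) and 13.3% of replicate B (227 of 1711, 11.7% to 15.0%) had an Aldh1a3 UMI. In BRCA1-null tumors the share was 4.59% (10 of 218, 2.22% to 8.27%) and 6.04% (113 of 1870, 5.01% to 7.22%), and in Neu tumors 0.393% (8 of 2035, 0.170% to 0.773%) and 0.262% (5 of 1912, 0.0850% to 0.609%). Within BRCA1-null replicate B the share was 12.1% in Louvain cluster 2, where luminal progenitor markers led (66 of 547 cells, 9.46% to 15.1%). It was 3.83%, 4.13% and 2.12% in clusters 1, 3 and 4, where basal, proliferating and mesenchymal markers led. Krt14 was found in a smaller share of cells in cluster 1 than in clusters 2 and 3. In replicate A the share with Aldh1a3 was 0% in cluster 2 (0 of 28 cells, 0% to 12.3%), 5.15% in cluster 1 and 6.52% in cluster 3. A higher share in cluster 2 was thus not seen in replicate A. Median depths of the clusters of replicate B before thinning ranged from 8845 to 17477 UMIs. Free RNA was not removed, so background UMIs are counted in these shares too. Intervals cover counting error only.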

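Csn1s1, the gene of alpha-S1 casein, was at 9640 ± 702 CPM (SD, n = 2 tumors) in Neu, 657 ± 673.5 in PyMT and 119.6 ± 89.8 in BRCA1-null libraries. The log2 fold change of Neu over the mean of the other two was 5.10 (standard error 0.76, adjusted p = 0.00632). Lalba (ENSMUSG00000022991, chromosome 15 of GRCm38 from 98480400 to 98482721), which encodes alpha-lactalbumin, was at 5626 ± 537 CPM in Neu, 922 ± 897 in PyMT and 78.9 ± 63.6 in BRCA1-null (4.38, standard error 0.72, adjusted p = 0.00868). Without Neu replicate A or Neu replicate B the adjusted p for Lalba was 0.0614 or 0.0527. Tspan8 (ENSMUSG00000034127, chromosome 10 from 115816832 to 115849893), a tetraspanin, was at 635 ± 17.4 CPM in Neu, 345 ± 8.58 in PyMT and 8.93 ± 2.02 in BRCA1-null (3.51, standard error 0.23, adjusted p = 0.000953). Tspan8 did not pass between Neu and PyMT alone (0.0676) and was also higher in PyMT than in the mean of BRCA1-null and Neu (2.19, adjusted p = 0.00461). Of 20 milk and alveolar genes, 13 were higher in Neu and none was lower (14 higher and 2 lower when adjusted over the list alone). Aqp5 was at 6768 ± 1016 CPM in Neu and 314 in PyMT (4.81, adjusted p = 0.00129). In PyMT 3 of the 20 genes were higher and 7 lower (5 and 8 over the list alone), among the higher ones Wap at 416 ± 488 CPM (5.52, adjusted p = 0.0172). Wap did not pass without PyMT replicate B (0.132), Neu replicate A (0.0952) or Neu replicate B (0.0719). In BRCA1-null 2 were higher and 11 lower (2 and 13 over the list alone). In the walktrap division, Neu cells were not divided, since all but a single cell lay in cluster 1.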

Neu tumor cells can be divided into Cluster 1 and Cluster 2, both expressing higher levels of genes associated with secretory alveolar differentiation such as *Csn1s1, Lalba* and *Tspan8* (Figure 1D and G). 

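In Neu libraries as a whole, Cited4 was at 267 ± 31.9 CPM (SD, n = 2 tumors), against 7.10 in PyMT and 38.7 in BRCA1-null (log2 fold change 4.00, standard error 0.40, adjusted p = 0.00236). Cited4 and Tspan8 were compared between joint clusters of Neu cells. With Louvain clustering the joint cluster with most cells of Neu replicate A had 259.6 ± 3.50 CPM of Cited4 and 627 ± 35.3 of Tspan8 (SD, n = 2 libraries), and that with most cells of replicate B had 258 ± 15.4 and 677 ± 107 CPM. The differences between these clusters were smaller than the SD of the latter, and they were not tested against each other here. In the k-means division both genes peaked in the cluster with 94.1% of replicate B, and the tests there set a cluster against the mean of all others, not the Neu clusters against each other. The milk genes Csn2 and Csn1s2b were among the markers of the cluster with cells of replicate B. Within tumors, sub-clusters of Neu cells did differ in Cited4, with 430.8 ± 49.9 CPM in the highest and 124 ± 53.4 in the lowest of the 4 Louvain sub-clusters.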

Levels of some alveolar differentiation genes such as *Cited4* and *Tspan8* were marginally higher in Cluster 1, indicating that Cluster 1 cells were more differentiated along the alveolar lineage relative to Cluster 2 (Figure 1D). Altogether, these results revealed that mammary tumors driven by different oncogenic events contained clusters of tumor cells that were associated with distinct developmental cell states with minimal overlap between the tumor types.

### Mammary tumors exhibit distinct patterns of hierarchical heterogeneity

To gain a better understanding of the distinct cell states that were represented by the mammary tumor models, we examined the single-cell transcriptomes of the tumor cells in comparison to that of normal mouse mammary epithelial cells (MECs) across unique developmental stages (nulliparous, mid-gestation, lactation and post-involution) (Bach et al., 2017). In the previous study, 20 cell states were identified and their putative identities determined (C1-C15: epithelial cell clusters, C16-C20: other cell types). The broad coverage of this normal MEC dataset across varying developmental stages would allow for the prospective identification of developmental processes hijacked by tumor cells in these mouse models (e.g. pregnancy mimicry, involution mimicry). The relative differences in gene expression pattern between 12000 cells (11637 cells after quality control) randomly selected from Bach et al.’s dataset (Bach et al., 2017) together with 9983 cells in our dataset were analyzed using Seurat v3 (Figure 2A). The Seurat v3 R package allows for integration of separate experimental datasets across species and even varying experimental platforms (Stuart et al., 2019). We found that Neu, PyMT and BRCA1-null tumor cell clusters overlapped with distinct normal MEC clusters through this analysis (Figure 2B).

**Figure 2.**
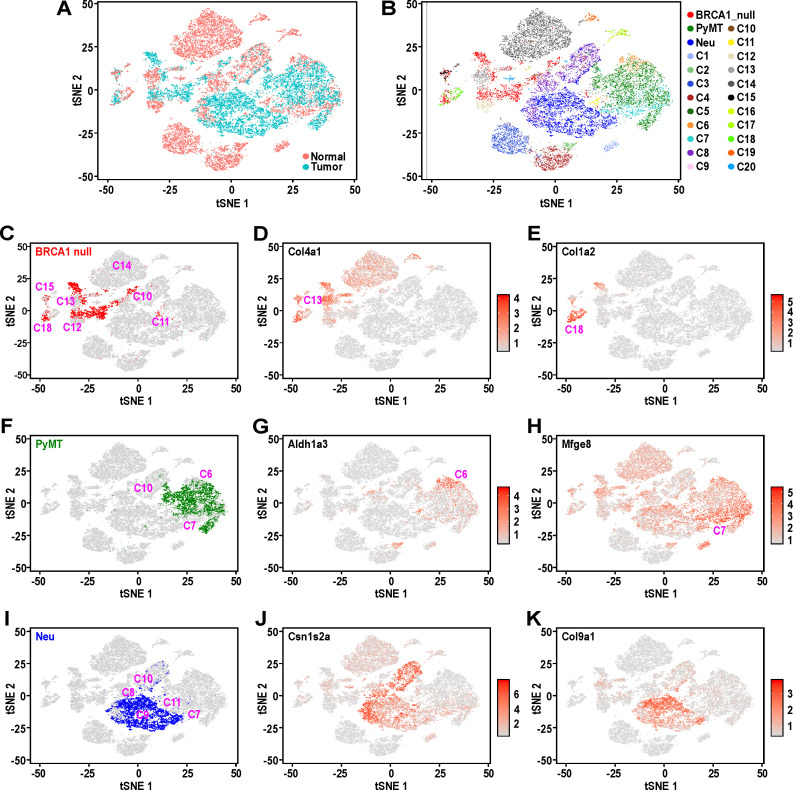
Mouse mammary tumors display distinct patterns of hierarchical heterogeneity. (**A**) t-SNE plots of mammary tumor cells (light blue) along with 12000 randomly selected normal MECs (pink) from Bach et al.’s dataset (Bach et al., 2017). (**B–I**) Similar t-SNE plots colored by (**B**) tumor sample and putative normal MEC identity (as described in Bach et al., 2017), (**C**) BRCA1-null tumor cells (red) with surrounding clusters, (**D**) normalized log-transformed expression levels of *Col4a1*, (**E**) normalized log-transformed expression levels of *Col1a2,* (**F**) PyMT tumor cells (green) with surrounding tumor clusters, (**G**) normalized log-transformed expression levels of *Aldh1a3*, (**H**) normalized log-transformed expression levels of *Mfge8*, (**I**) Neu tumor cells (blue) with surrounding clusters, (**J**) normalized log-transformed expression levels of *Csn1s2a* and (**K**) normalized log-transformed expression levels of *Col9a1*.

**Figure 2—figure supplement 1.**
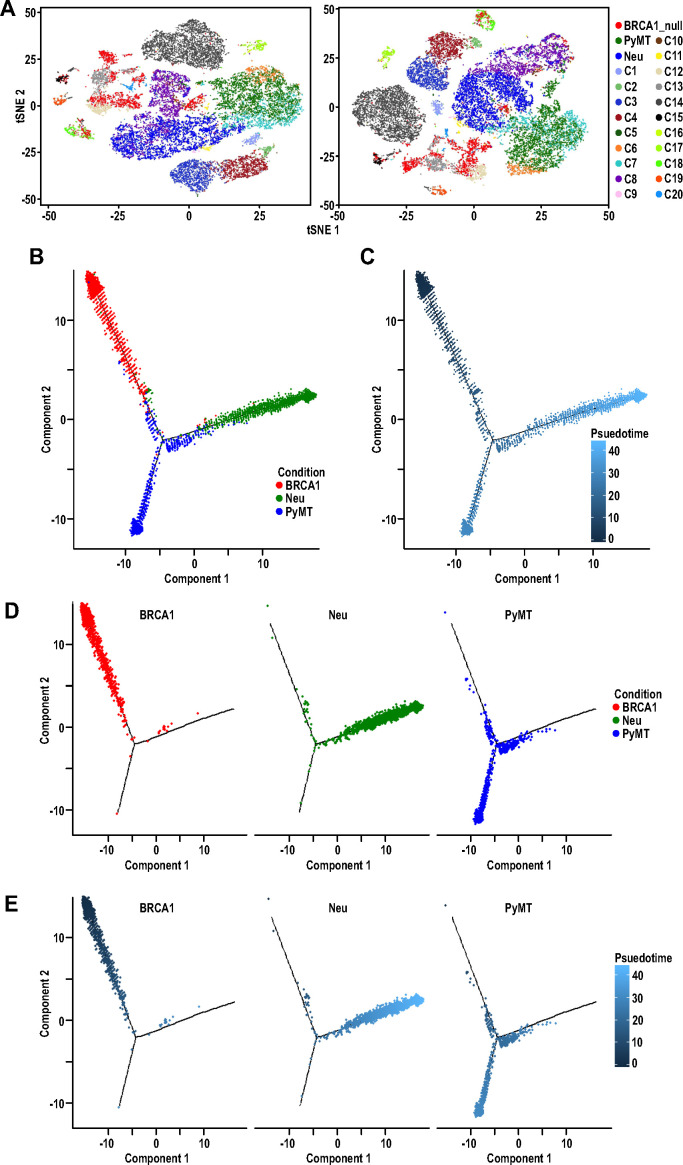
Independent iterations for Seurat v3 analysis and Monocle trajectory analysis of mammary tumor cells. (**A**) Two independent iterations of t-SNE plots of mammary tumor cells along with 12000 randomly selected normal MECs from Bach et al.’s dataset (Bach et al., 2017) colored by tumor sample and putative normal MEC identity (as described in Bach et al., 2017). (**B–C**) Trajectory analysis with three branches of cells colored by tumor sample (**B**) and pseudo-time (**C**). (**D–E**) Monocle analysis of individual tumor samples colored by (**D**) tumor sample and (**E**) pseudo-time. Pseudo-time shown is colored from a gradient of dark to light blue.

BRCA1-null tumor cells were distributed amongst distinct clusters associated with C13, basal cells during gestation (C13:Bsl-G) and C12, basal cells (C12:Bsl) (Figure 2C), consistent with our initial observations of these cells having increased expression of basal genes (Figure 1D–E). The expression of *Col4a1* is relatively higher in C13:Bsl-G cells (Figure 2D), differentiating them from C12:Bsl associated tumor cells. In addition, BRCA1-null cells also clustered amongst C10, alveolar progenitors during gestation (C10:AvP-G), C15, PROCR+ cells that arise during lactation (C15: Prc) and C18, fibroblasts with mesenchymal features (C18:Fibroblasts) (Figure 2C). The expression of *Col1a2* was evidently higher in C18:Fibroblasts (Figure 2E), which is typical of their extracellular matrix deposition functions and fits with our earlier observation of cluster 5 (Figure 1D), which exhibit increased mesenchymal gene expression. It is also worth noting that a spectrum of BRCA1-null tumor cells can be found distributed between clusters C12:Bsl and C10:AvP-G (Figure 2C). These cells could represent a population with hybrid basal-alveolar gene expression, which have also been documented by Bach et al. and were designated as C20 (Bach et al., 2017). This highlights the extensive degree of cell state heterogeneity within BRCA1-null tumors.

As for PyMT tumor cells (Figure 2F), they primarily clustered between C6, luminal progenitors from nulliparous glands (C6:LP-NP) and C7, luminal progenitors during involution (C7:LP-PI), consistent with their association with a luminal progenitor gene expression signature seen in our initial analysis (Figure 1F). A small proportion of PyMT cells were also converging with C10, alveolar progenitors during gestation (C10:AvP-G), indicating the priming of these luminal progenitor-like cells towards the alveolar lineage (Figure 2F). Interestingly, PyMT tumor cells that were proximal to the C6:LP-NP cluster exhibited elevated *Aldh1a3* expression (Figure 2G), whereas there was an enrichment of cells with high *Mfge8* expression towards the C7:LP-PI cluster (Figure 2H), suggesting that the post-involution state is associated with increased *Mfge8* expression.

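The integration with normal cells was not repeated here. Aldh1a3 and Mfge8 (ENSMUSG00000030605, chromosome 7 of GRCm38 from 79133768 to 79149060) were instead compared within PyMT tumors at 3000 UMIs per cell. In PyMT replicate A, cells with an Aldh1a3 UMI had 635 CPM of Mfge8 and the other cells 661, a ratio of 0.961. In replicate B the levels were 784 and 614 CPM, a ratio of 1.28. The direction thus differed between the replicates. Aldh1a3 detection in Louvain sub-cluster 1 of the PyMT tumors was 17.4% of cells in replicate A (15.4% to 19.5%) and 12.7% in replicate B, and in sub-cluster 2 it was 30.9% (26.9% to 35.2%) and 14.05%. Mfge8 was higher in sub-cluster 1. Over whole tumors Mfge8 did not differ between PyMT and the mean of the other two (699 ± 32.8 CPM, log2 fold change 0.15, adjusted p = 0.709).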

Comparison of Neu tumor cells with the various clusters in Bach et al.’s dataset showed that they were mostly clustered between C9, alveolar differentiated cells during lactation (C9: AvD-L) and C11, alveolar progenitor cells of lactating glands (C11:AvP-L)(Figure 2I). A portion of tumor cells adjacent to C11 also extend into and overlap with C7, luminal progenitor cells from post-involution (C7:LP-PI). We also noted Neu tumor cells scattered between C8, alveolar differentiated cells during gestation (C8:AvD-G) and C10, alveolar progenitor cells during gestation (C10:AvP-G). These results were consistent with the initial analyses for Neu tumor cells that exhibited a secretory alveolar gene expression signature (Figure 1G), and also suggested these Neu tumors contained cells which corresponded to a spectrum of differentiation states within the secretory alveolar lineage (i.e. C7:LP-PI → C11 and C10: AvP → C9 and C8: AvD). 

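Csn1s2a (ENSMUSG00000061937, chromosome 5 of GRCm38 from 87774567 to 87788797), the gene of alpha-S2 casein, was at 9890 ± 3240 CPM (SD, n = 2 tumors) in Neu, 165 ± 178 in PyMT and 159.5 ± 172 in BRCA1-null libraries. The log2 fold change of Neu over the mean of the other two was 5.93 (standard error 0.98, adjusted p = 0.00877), with adjusted p of 0.0506 without Neu replicate A and 0.0566 without replicate B. Among Neu cells thinned to 3000 UMIs, the median was 2 UMIs in replicate A and 4 in replicate B, and 10% of cells had at least 68 and 90 UMIs. No Csn1s2a UMI was found in 30.2% of cells of replicate A and 14.1% of replicate B. The variance was 85.6 and 85.9 times the mean in the 2 replicates, against 11.6 and 16.7 times for Lalba, so Csn1s2a varied far more between cells. UMIs of Csn1s2a were found in 10.0% and 21.6% of PyMT cells and 17.9% and 18.4% of BRCA1-null cells at 3000 UMIs, in tumors whose median depths were 9460, 20020, 18293 and 11970 UMIs. Free RNA was not removed, so the low end of the range in Neu cells does not separate low expression from background.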

The increasing level of differentiation in this cascade among the population of Neu tumor cells was also supported by the gradual change in expression of the milk protein gene *Csn1s2a* in the main cluster of Neu tumor cells (Figure 2J). Additionally, the distinct pattern of *Col9a1* expression among Neu tumor cells (Figure 2K) suggested the clustering of alveolar cells from gestation and lactation timepoints respectively. 

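Col9a1 (ENSMUSG00000026147, chromosome 1 of GRCm38 from 24177610 to 24252684), a collagen gene, was at 808 ± 425 CPM (SD, n = 2 tumors) in Neu, 71.9 ± 2.74 in PyMT and 59.3 ± 24.9 in BRCA1-null libraries (log2 fold change of Neu 3.63, standard error 0.38, adjusted p = 0.00263). Neu replicate A was at 1108 CPM and replicate B at 508. At 3000 UMIs per cell, a Col9a1 UMI was found in 87.2% of cells of Neu replicate A (exact Clopper-Pearson interval 85.6% to 88.6%) and 64.5% of replicate B (62.3% to 66.6%). The share was 14.3% and 15.9% in PyMT and 22.9% and 8.82% in BRCA1-null cells. Neu cells with a Col9a1 UMI had 7293 CPM of Csn1s2a in replicate A and those without had 3571, a ratio of 2.04. The levels were 9911 and 7731 CPM in replicate B, a ratio of 1.28. Gestation and lactation time points of normal cells were not compared here.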

Overall, this analysis utilizing Seurat v3 (Figure 2) was robust and stable, as evidenced by the same pattern of overlap between tumor and normal cells from two other independent iterations, utilizing independent sampling of random cells from Bach et al.’s dataset (Figure 2—figure supplement 1A).

In order to provide a clearer definition of cells with similar gene expression patterns, standard graph-based clustering approach was applied on the combined dataset of tumor and normal cells and this integrated analysis resulted in 17 clusters (Cluster 0–16) (Figure 3A). Tumor cells were clustered with certain normal cells through this analysis, indicating shared gene expression patterns between tumor cells and certain cell states (Figure 3B). Based on the heatmap of genes defining these clusters (Figure 3C), it was apparent that the clustering was influenced largely by genes that define mammary cell lineages or states such as *Spp1, Ltf, Acta2, Lalba, Wap, Prlr, Areg* and *Col1a2*. Accordingly, the number of tumor cells that were assigned into clusters with normal cells of a particular cell state could be determined in detail (Figure 3D). The majority of BRCA1-null cells were assigned into clusters 5 and 8 (41.5% and 20.6% of total BRCA1-null cells respectively), which contained C12:Bsl, C13:Bsl-G and C20 cells. The other cell states that were associated with more than 1% of BRCA1-null cells were LP, AvP, AvD, C14:Myoepithelial, C15:Prc and C18:Fibroblasts. In the case of PyMT tumor cells, 93% of cells were assigned into cluster 0, which corresponded to the luminal progenitor populations C6:LP and C7:LP-PI (Figure 3D). Most of the remaining PyMT tumor cells were assigned into clusters 3 and 4, that were associated with C7:LP-PI, AvP and AvD cells. Neu cells were also assigned into Clusters 3 and 4 (33% and 7.7% of total Neu cells respectively), further affirming the alveolar lineage association of these tumor cells (Figure 3D). The bulk of Neu tumor cells (58%) were assigned into cluster 2, corresponding to C8:AvD-G cells. Overall, the association between tumor and normal cells through clustering (Figure 3) corroborated the observations from t-SNE plots (Figure 2), alleviating complications that may arise when interpreting distances in low dimensional space (Figure 2, t-SNE). Taken together, our comparative analyses of various tumor cells superimposed with a recently described single-cell transcriptome dataset of normal MECs revealed the unique segments of the mammary differentiation spectrum occupied by each tumor type, with potentially distinct lineage-specific TPCs in each of the tumors examined.

**Figure 3.**
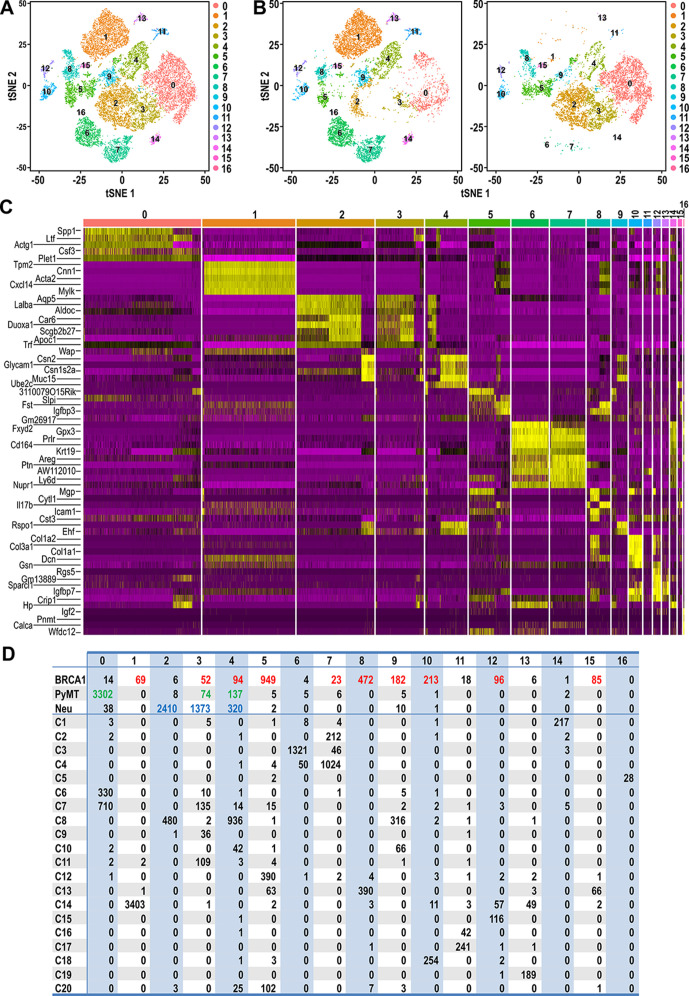
Clustering of tumor and normal datasets reveal distinct spectrums of cell states within each tumor. (**A**) t-SNE plots of tumor and normal datasets colored by clusters 0–16. (**B**) t-SNE plots showing the composition of normal and tumor cells respectively in clusters 0–16. (**C**) Heatmap of top upregulated genes defining cluster 0–16. (**D**) Table showing the number of tumor and/or normal cells within clusters 0–16. Tumor cell numbers which were more than 1% of the total cells for each respective tumor type are colored; BRCA1-null (red), PyMT (green) and Neu (blue).

As an orthogonal approach, we utilized Monocle pseudotime analysis, which allows the visualization of gradual but stochastic transitions between cells (Trapnell et al., 2014) to examine the relative relationship between tumor cells from different models across a continuum of differentiation states. The computed cell state trajectory for these tumor cells can be represented by ascending diffusion pseudo-times (DPT) that span from 0 to 43 DPT (Figure 2—figure supplement 1B). Evidently, a main root and two branches can be observed, but only a small proportion of tumor cells from distinct tumor types overlapped at the intersection of these branches (Figure 2—figure supplement 1B–C). Accordingly, BRCA1-null tumor cells exhibited the lowest DPT, PyMT tumor cells had moderate DPT, whereas Neu tumor cells were associated with the highest DPT (Figure 2—figure supplement 1D–E). Together, these results further substantiated the fact that these different tumor models comprised of cells which corresponded mostly to distinct spectrums of cell states.

### Analysis of unique patterns of intra-tumoral heterogeneity in different mouse models of breast cancer

Intra-tumoral heterogeneity is increasingly recognized as a critical factor for cancer metastasis, relapse and drug resistance (Tabassum and Polyak, 2015). Therefore, we focused on dissecting the single cell transcriptomes of tumor cells within individual models of mammary tumors. Both replicates were included for each tumor model and the distribution of cells was even amongst the clusters for all tumor types (Figure 4—figure supplement 1A–C). 

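Each tumor type was clustered again with the replicates joined by mutual nearest neighbors. Genes of the reported lists were left out of the features, and markers used to name clusters were not. Walktrap divisions at the numbers of clusters of the study were uneven. In BRCA1-null tumors the clusters held 91.3%, 2.08%, 1.25%, 5% and 0.417% of the cells of replicate A and 83.3%, 11.1%, 4.11%, 0.930% and 0.636% of those of replicate B. The PyMT clusters held 98.9%, 0.763% and 0.382% of replicate A and 98.5%, 1.29% and 0.234% of replicate B. In Neu tumors the clusters held 93.0%, 4.86%, 0.178% and 1.92% of replicate A and 87.6%, 3.56%, 5.91% and 2.98% of replicate B, so that cluster 3 came almost wholly from replicate B. Louvain clustering of the same graphs gave more even sizes. Its BRCA1-null clusters held 58.3%, 17.5%, 20.4%, 3.33% and 0.417% of replicate A and 26.6%, 31.4%, 26.0%, 15.4% and 0.636% of replicate B, and its Neu clusters 49.1%, 35.7%, 13.2% and 2.01% of replicate A and 51.2%, 23.7%, 22.1% and 3.03% of replicate B. Its first PyMT cluster held 72.7% of replicate A and 57.3% of replicate B. With 2 tumors per type, differences in composition between replicates were not tested.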

The BRCA1-null tumors can be clustered into five main clusters, designated as BRCA1-1 to BRCA1-5 (Figure 4A–B). 

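For the 5 BRCA1-null clusters, 15 of the 21 genes that the study names for them peaked in the walktrap cluster shared by most genes named for the same cluster, against 11.8 on average after shuffling (0.0052 of 10000 shuffles gave as many). Louvain clustering gave 16 of 21, and so did k-means, which was chosen after the walktrap sizes had been seen. With 20 principal components the count was 12, and 0.108 of shuffles gave as many. Walktrap cluster 1 held 1921 of the 2284 cells and was the shared cluster of the genes named for BRCA1-1, BRCA1-2 and BRCA1-5. The walktrap count therefore does not separate these sets. Louvain clustering likewise joined the sets of BRCA1-2 and BRCA1-5, and k-means those of BRCA1-1 and BRCA1-5. Cluster 2 (231 cells) had mesenchymal markers, cluster 3 (87 cells) pericyte markers led by Rgs5, cluster 4 (31 cells) high keratin and claudin levels, and cluster 5 (14 cells) immune markers such as Tyrobp. These host-like signals remained after the sort against CD31, CD45 and Ter119. In Louvain clusters 1 to 5 the leading markers were basal, luminal progenitor, proliferating, mesenchymal and immune, in 684, 684, 580, 322 and 14 cells. Krt14 did not follow the basal name of cluster 1. At 3000 UMIs, 45.4% of its cells in replicate B had a Krt14 UMI, against 60.15% in cluster 2 and 89.2% in cluster 3. In replicate A the shares were 2.94%, 10.7% and 13.0%. In replicate B, 91.4% of the cells of cluster 1 had a Vim UMI and 49.4% an Epcam UMI. Sums of under 10 cells were left out, so that clusters 2, 3 and 5 of the walktrap division and clusters 4 and 5 of the Louvain division were measured in replicate B alone, and the walktrap test had 1 residual degree of freedom. Modularity was highest at 10 walktrap clusters. All p-values for clusters come from the cells that define them and are too small as evidence that the clusters exist.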

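In BRCA1-null tumors, Birc5 and Tyms, genes of mitosis and DNA synthesis, were highest in the large walktrap cluster 1, at 78.6 ± 31.2 CPM (SD, n = 2 tumors; log2 fold change over the mean of the other clusters 1.62, adjusted p = 0.0747) and 58.2 ± 21.7 CPM (3.81, adjusted p = 0.0422). Mki67 was at 29.4 ± 10.9 CPM there and did not pass the test, and its highest level was in the immune-like cluster 5, measured in replicate B alone. A smaller proliferating group was separated by Louvain clustering, in which cluster 3 had 580 cells with a median of 17337 UMIs. There Birc5 was at 169 ± 86.3 CPM (1.93, standard error 0.30, adjusted p = 0.0661), Tyms at 88.3 ± 21.2 (3.89, adjusted p = 0.0738) and Mki67 at 64.9 ± 35.6 (1.82, adjusted p = 0.0726), each highest in this cluster. Over all genes, none of 28 cell cycle genes passed in cluster 3, and 26 were higher when adjusted over the list alone.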

The BRCA1-1 cluster consisted of proliferating cells with increased expression of cell cycle related genes such as *Birc5, Tyms* and *Mki67*. 

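Krt14 and Igfbp5, the latter an IGF binding protein that the paper lists as a basal gene, were both highest in walktrap cluster 1 of the BRCA1-null tumors. Krt14 was at 945 ± 1249 CPM (SD, n = 2 tumors; log2 fold change 3.59, standard error 0.42, adjusted p = 1.73e-14) and Igfbp5 at 335 ± 309 CPM (3.22, standard error 0.43, adjusted p = 6.3e-11). The Krt14 level of this cluster was 61.7 CPM in replicate A and 1828 in replicate B. With Louvain clustering the 2 genes peaked apart. Krt14 was highest in the proliferating cluster 3, at 1327 ± 1705 CPM (2.92, adjusted p = 0.0615), and Igfbp5 in cluster 1, at 507.5 ± 503 CPM (2.77, adjusted p = 0.0895). Over whole tumors Igfbp5 was lower in BRCA1-null than in PyMT (log2 fold change -2.39, adjusted p = 0.0498 from edgeR). It was also lower than in Neu, without passing the test (-1.70, adjusted p = 0.101). Igfbp5 therefore did not mark BRCA1-null tumors against the luminal ones.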

BRCA1-5 was a cluster with strongest expression of prototypical basal genes such as *Krt14* and *Igfbp5*. Interestingly, BRCA1-2 cells exhibited a partial EMT gene expression pattern with moderate levels of collagens and the highest levels of EMT transcription factors such as *Yap1, Twist1* and *Zeb1* (Figure 4B). On the other hand, BRCA1-3 cells expressed the highest levels of genes associated with fibroblasts (Figure 4B) and this would fit with our previous observations of a sub-population of BRCA1 null cells with mesenchymal characteristics (Figures 1–3). 

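Yap1 and Twist1 were highest in walktrap cluster 1 of the BRCA1-null tumors, at 87.6 ± 42.7 CPM (SD, n = 2 tumors; log2 fold change 1.75, standard error 0.53, adjusted p = 0.0236) and 53.6 ± 22.8 CPM (3.98, standard error 1.14, adjusted p = 0.0161). Zeb1 was instead highest in the 14 cells of the immune-like cluster 5, at 105 CPM, and was at 54.6 CPM in the pericyte-like cluster 3 and 49.2 in the mesenchymal cluster 2, all measured in replicate B alone, and 26.3 ± 18.9 in cluster 1. With Louvain clustering, cluster 1 had the highest Yap1 (134 ± 98.3 CPM, adjusted p = 0.0810) and Twist1 (79.6 ± 58.5 CPM, adjusted p = 0.135). Cluster 1 had 214 ± 261 CPM of Col1a2 and 1162 ± 839 of Sparc, between the epithelial clusters and the mesenchymal cluster 4. Over whole tumors Yap1 was 1.29 higher in BRCA1-null on the log2 scale (adjusted p = 0.0290). That call ended without BRCA1-null replicate B (adjusted p = 0.164), without PyMT replicate A (0.0846) or B (0.105) and without Neu replicate A (0.0902) or B (0.105).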

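Sparc, Vim and Col1a2 marked walktrap cluster 2 of the BRCA1-null tumors, whose 231 cells were 2.08% of replicate A and 11.1% of replicate B. Replicate A had too few cells for a sum, so the levels are those of replicate B alone and no test is given. Sparc was at 8953 CPM there, Vim at 4925 CPM and Col1a2 at 4054 CPM. The pericyte-like cluster 3 came next for Sparc, at 5691 CPM, and for Vim, at 4455. Louvain cluster 4, with 322 cells, 314 of them from replicate B, had 8337 CPM of Sparc and 3479 of Col1a2, again from replicate B alone.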

Within this predominantly basal tumor type, cells with features of AvPs (BRCA1-4) were also present with elevated levels of *Cldn3, Malat1, Krt18, Wfdc18* and *Mfge8*. 

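Cldn3 and Krt18 were highest in the 31 cells of walktrap cluster 4 of the BRCA1-null tumors, at 1107 ± 662 CPM (SD, n = 2 tumors; log2 fold change 4.79, standard error 0.44, adjusted p = 7.96e-25) and 6890 ± 209.7 CPM (5.84, standard error 0.37, adjusted p = 2.21e-51). Wfdc18 was highest in cluster 1 (1689 ± 615 CPM, 2.76, adjusted p = 5.54e-11), and Malat1 and Mfge8 in cluster 3, which was measured in replicate B alone. With Louvain clustering, cluster 2 joined more of these genes in 684 cells. Cldn3 was at 1355 ± 961 CPM (4.47, adjusted p = 0.00813), Krt18 at 3811 ± 93.5 (5.18, adjusted p = 0.0232) and Wfdc18 at 4406 ± 1363 (3.41, adjusted p = 0.0263). Mfge8, at 603 ± 534 CPM, was highest there without passing the test (adjusted p = 0.546). Malat1 was highest in the mesenchymal cluster 4, at 34138 CPM in replicate B alone. In cluster 2, 13 of 22 junction genes were higher and none was lower (21 when adjusted over the list alone).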

Once again, the extensive heterogeneity within these BRCA1-null tumors were apparent along with the genes and pathways for each of these clusters (Figure 4—source datas 1–2).

**Figure 4.**
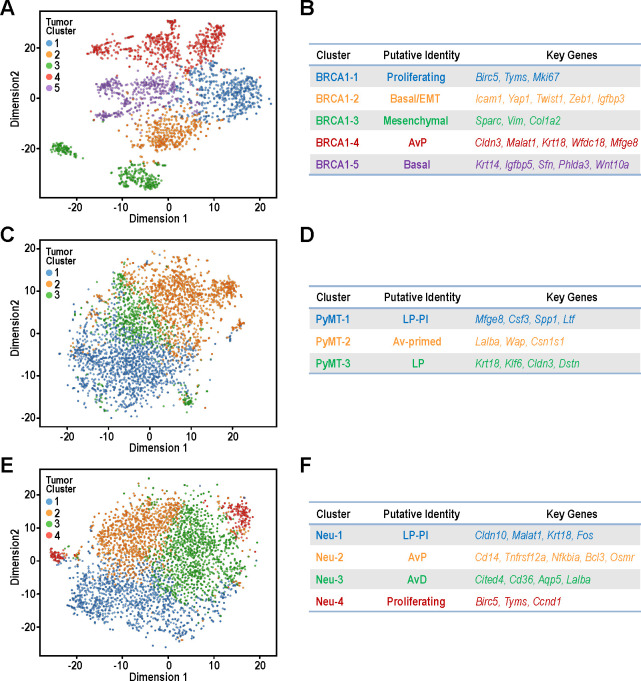
Identification of tumor sub-populations from distinct mouse models of breast cancer. (**A,C,E**) t-SNE plots for individual tumor samples (**A**) BRCA1-null tumor, (**C**) PyMT tumor and (**E**) Neu tumor, respectively. (**B,D,F**) Tables summarizing the sub-clusters, putative identities and key cluster defining genes; (**B**) BRCA1-null tumor, (**D**) PyMT tumor and (**F**) Neu tumor, respectively. Figure 4—source data 1.Differentially upregulated genes between sub-clusters in BRCA1-null tumors. Figure 4—source data 2.Differentially upregulated pathways (GO analysis) between sub-clusters in BRCA1-null tumors. Figure 4—source data 3.Differentially upregulated genes between sub-clusters in PyMT tumors. Figure 4—source data 4.Differentially upregulated pathways (GO analysis) between sub-clusters in PyMT tumors. Figure 4—source data 5.Differentially upregulated genes between sub-clusters in a 4T1 tumor. Figure 4—source data 6.Differentially upregulated genes between sub-clusters in Neu tumors. Figure 4—source data 7.Differentially upregulated pathways (GO analysis) between sub-clusters in Neu tumors.

**Figure 4—figure supplement 1.**
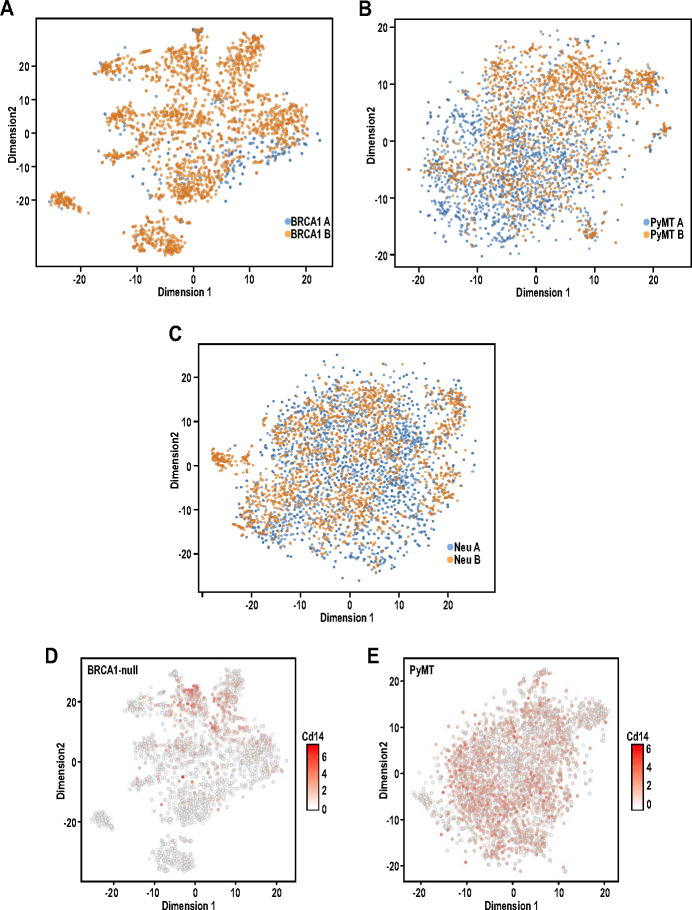
Even distribution of cells between respective tumor replicates in intra-tumoral analysis. (**A–C**) t-SNE plots showing the distribution of respective replicates in (**A**) BRCA1-null tumor, (**B**) PyMT tumor and (**C**) Neu tumor for intra-tumoral heterogeneity analysis. (**D–E**) t-SNE plots showing the levels of *Cd14* expression in (**D**) BRCA1-null and (**E**) PyMT tumor cells.

**Figure 4—figure supplement 2.**
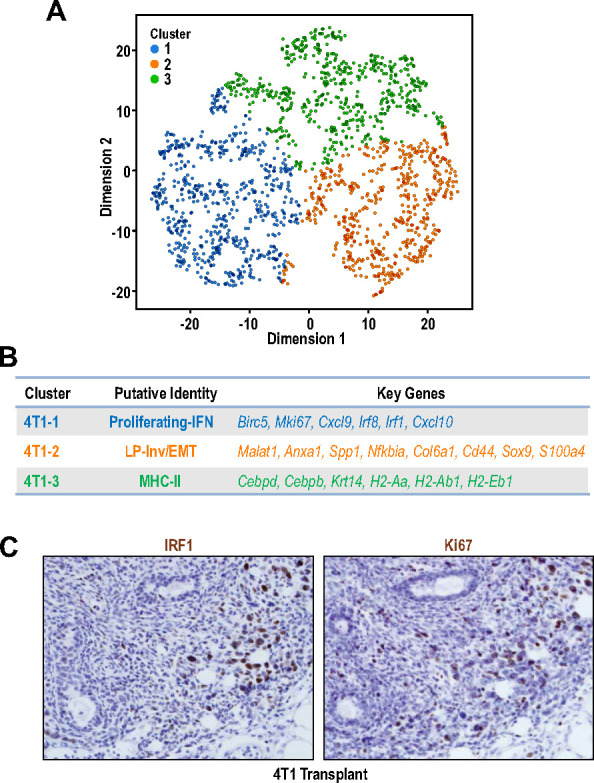
Intra-tumoral heterogeneity within a 4T1 tumor. (**A**) t-SNE plot of cell clusters within a 4T1 tumor. (**B**) Table showing the clusters, putative identities and key cluster defining genes within a 4T1 tumor. (**C**) Immunohistochemical staining of IRF1 and Ki67 in serial sections in a 4T1 tumor.

**Figure 4—figure supplement 3.**
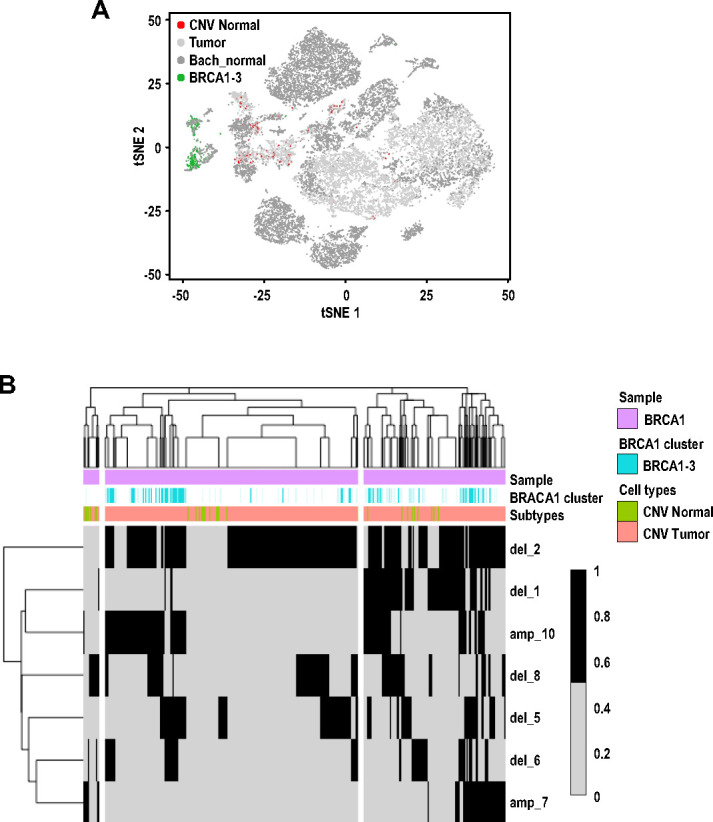
Cluster BRCA1-3 cells with mesenchymal characteristics were classified as tumor cells due to inferred presence of copy number variations (CNVs). (**A**) t-SNE plot of cell clusters (similar to Figure 2A), colored by normal cell without CNVs (red) and cluster BRCA1-3 cells (green), showing mutual exclusivity. (**B**) Heatmap showing the CNVs inferred for cells within cluster BRCA1-3.

**Figure 4—figure supplement 4.**
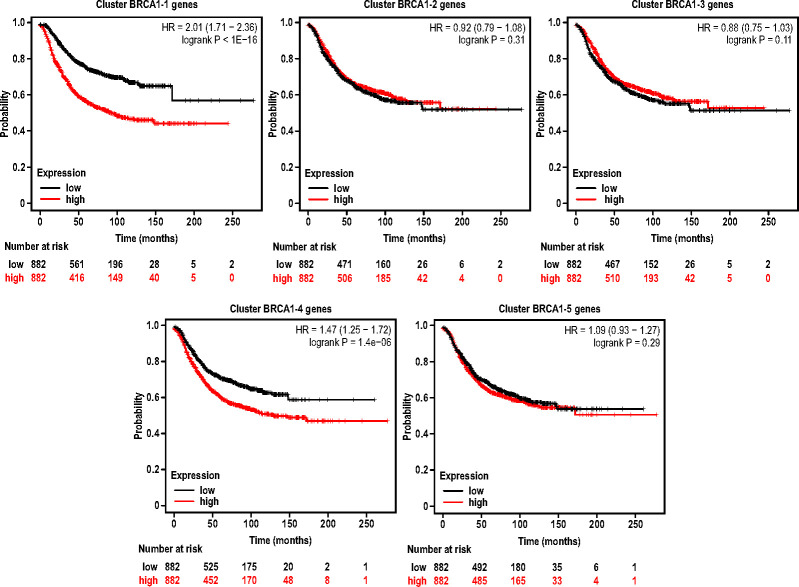
Relapse free survival plots for breast cancer patients with gene expression signatures associated with BRCA1 clusters. Kaplan-Meier survival plots showing relapse free survival for patients stratified by high gene expression for the top 50 differentially expressed genes of a particular BRCA1 cluster (BRCA1-1 to BRCA1-5). Plots were generated using kmplot.com and statistical significance by logrank test were indicated for respective BRCA1 clusters.

For PyMT cells, we identified three clusters, PyMT-1 to PyMT-3, which corresponded to LP-Involution (LP-PI) cells, Av-primed LPs and LPs respectively (Figure 4C–D). 

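Of the 11 genes the study names for the 3 PyMT clusters, 10 peaked together in the walktrap division, where shuffling gave 7.38 on average and as many in 0.0321 of shuffles. Louvain clustering also gave 10, and k-means 9. With all highly variable genes as features every shuffle gave 10, and with predicted doublets removed 0.202 of shuffles gave as many as the 9 found, so these settings cannot separate the count from chance. The walktrap clusters held 3498, 36 and 11 cells and the Louvain clusters 2315, 1219 and 11, and the cluster of 11 cells was left out of the test in both. These contrasts are therefore between 2 clusters and cannot separate the 3 gene sets. Mfge8, Spp1 and Ltf peaked in the same walktrap cluster as Lalba, Wap and Csn1s1, and with Louvain clustering in the same cluster as Krt18, Klf6 and Dstn. The k-means division had 3 measured clusters, with Krt18, Klf6 and Dstn highest in cluster 1, Lalba, Wap and Csn1s1 in cluster 2 and Mfge8, Spp1 and Ltf in cluster 3, while Csf3 and Cldn3 peaked elsewhere than their sets. The 36 cells of walktrap cluster 2 had a median of 6038 UMIs and 9.70% mitochondrial UMIs, against 12943 UMIs and 4.77% in cluster 1.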

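Mfge8, Csf3, Spp1 and Ltf, which the study counts as involution genes, were compared between the PyMT clusters. In the walktrap division, Csf3 was higher in cluster 1 than in cluster 2 (1260 ± 1240 against 56.0 ± 63.9 CPM, SD, n = 2 tumors; log2 fold change 4.99, adjusted p = 1.51e-48), and Mfge8, Spp1 and Ltf did not pass the test. In Louvain cluster 1, which held most cells, all 4 genes were higher than in cluster 2. Csf3 was at 1692 ± 1468 CPM against 491 ± 522 (log2 fold change 2.13, standard error 0.10, adjusted p = 5.73e-17), Spp1 at 14840 ± 730 against 8703 ± 2126 (0.89, standard error 0.06, adjusted p = 1.5e-12), Mfge8 at 698 ± 24.1 against 503 ± 34.4 (0.57, standard error 0.07, adjusted p = 3.77e-07) and Ltf at 4814 ± 2315 against 3589 ± 269 (0.43, standard error 0.10, adjusted p = 0.000755). Of 14 involution and STAT3 genes, 10 were higher in Louvain cluster 1 and none was lower (11 when adjusted over the list alone). Only 1 residual degree of freedom was left for the test.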

The involution genes elevated in PyMT-1 included *Mfge8, Csf3, Spp1* and *Ltf* (Figure 4D, Figure 4—source data 3) which corresponded well to enrichment of gene ontologies (GO) such as ‘lipopolysaccharide-mediated signaling’ and ‘positive regulation of phagocytosis’ (Figure 4—source data 4). Apart from expressing higher levels of alveolar differentiation genes (*Lalba, Wap, Csn1s1*), PyMT-2 cells were also found to express higher levels of genes categorized under the GO, ‘oxidative phosphorylation’ (Figure 4—source data 4). 

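Lalba, Wap and Csn1s1 were higher in Louvain cluster 2 of the PyMT tumors. Lalba was at 1303 ± 1130 CPM against 386 ± 353 in cluster 1 (SD, n = 2 tumors; log2 fold change 1.71, standard error 0.07, adjusted p = 5.04e-18), Wap at 607 ± 672 against 142 ± 158 (2.01, standard error 0.08, adjusted p = 1.84e-18) and Csn1s1 at 933.5 ± 975.5 against 242 ± 173 (1.54, standard error 0.13, adjusted p = 3.03e-11). The SDs are large because both clusters had several times more milk gene UMIs in replicate B than in replicate A. Of 19 milk genes 13 were higher in cluster 2 and 1 was lower (13 and 1 when adjusted over the list alone). Of 43 oxidative phosphorylation genes 38 were higher and none was lower (38 over the list alone), with a median log2 fold change of 0.41. Of 28 cell cycle genes 26 were higher in the same cluster, whose median depth was 18267 UMIs against 11236 in cluster 1. In the walktrap division Lalba was higher in the 36 cells of cluster 2 (1.36, adjusted p = 4.82e-10), Wap and Csn1s1 did not differ, and none of the 43 oxidative phosphorylation genes passed in edgeR.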

Contrastingly, upregulated genes for PyMT-3 cells were enriched for those categorized under ‘glycolytic process’ (Figure 4—source data 4), highlighting the possibility of metabolic heterogeneity between these PyMT tumor populations.

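Glycolysis genes were examined in the same PyMT clusters. Of 16 glycolysis genes in the walktrap division, 6 were higher in cluster 1 than in cluster 2 and none was lower (7 when adjusted over the list alone), with a median log2 fold change of 0.72. With Louvain clustering, 3 of 16 were higher in cluster 1 and 3 in cluster 2 (3 and 5 over the list alone), and the median difference was 0.02. Krt18 was higher in cluster 1 in both divisions (2.92 and 0.55, adjusted p = 4.59e-53 and 3.57e-08). In the k-means division Krt18 was again highest in cluster 1 (0.71, adjusted p = 1.04e-06), where 3 of 16 glycolysis genes were higher and 1 was lower than in the mean of the others (5 and 1 over the list alone). In cluster 2 of that division 5 were higher and 1 lower (6 and 1 over the list alone), and in cluster 3 none was higher and 7 were lower (10 lower over the list alone). Over whole tumors, 2 of 17 glycolysis genes were higher in PyMT and none was lower, 5 were higher and 1 lower in Neu, and 1 was higher and 7 lower in BRCA1-null (2 and 0 in PyMT, 8 and 1 in Neu, and 1 and 10 in BRCA1-null, when adjusted over the list alone).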

Additionally, we also performed scRNA-seq analysis on a 4T1 transplant tumor but this sample was not included in prior analysis (Figures 1–3), to avoid confounding factors such as genetic background. Nonetheless, intra-tumoral analysis revealed the presence of three clusters designated as 4T1-1 to 4T1-3 (Figure 4—figure supplement 2A). 

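The 4T1 tumor grew from cells of the 4T1 mammary carcinoma line in a BALB/c mouse and was profiled as 1 library. Of 1903 barcodes, 1656 passed the filters of the study, with 19733932 UMIs in all and a median of 11314 UMIs and 2944 genes per cell. The deposited values are raw UMI counts. There is no replicate, so levels per cluster are given in CPM with exact Poisson intervals for counting error, and no gene was tested between clusters. Only the count of named genes that peak together was set against shuffled genes. Cells were clustered as for the other models, with 3 clusters and without a correction between libraries. Cyclone called 4.47% of the cells S or G2/M.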

Cluster 4T1-1 showed increased co-expression of IFN signaling genes (*Irf1, Irf8, Cxcl9, Cxcl10*) and the proliferation marker gene *Mki67* (Figure 4—figure supplement 2B). 

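In the walktrap division of the 4T1 cells into 714, 619 and 323 cells, Irf1, Irf8, Cxcl10 and Mki67 were highest in cluster 3. Irf1 was at 125 CPM in it (95% Poisson interval 114.7 to 136), against 38.6 (34.6 to 42.9) in cluster 1 and 22.6 (19.04 to 26.6) in cluster 2. Irf8 was at 116 CPM (107 to 127) in cluster 3 and 96.2 (89.9 to 103) in cluster 1. Cxcl10 was at 312 (296 to 329) and 294 (283 to 305) CPM, and Mki67 at 102 (92.5 to 111) and 49.5 (45.0 to 54.4) CPM in these clusters. Cxcl9 was highest in cluster 1, at 236 CPM (226 to 246), with 152 (140.5 to 164) in cluster 3. With Louvain clustering, Irf1 and Mki67 were again highest in cluster 3, at 122 and 92.3 CPM, and Cxcl9 and Cxcl10 were highest in cluster 2, at 272 and 328 CPM. Of 20 genes that the study names for the 4T1 clusters, 13 peaked together in the walktrap division and 14 with Louvain clustering, against 10.1 on average after shuffling in the former (0.0333 of shuffles gave as many). With all highly variable genes as features and with k-means, Cxcl9 was highest in cluster 3 with Irf1, Irf8, Cxcl10 and Mki67, and 17 and 16 of the 20 genes peaked together.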

Immunohistochemical staining for IRF1 and Ki67 in serial sections of 4T1 tumors validated the presence of IRF1^+^ and Ki67^+^ cells within the same region of these tumors (Figure 4—figure supplement 2C), suggesting that activation of interferon signaling could be a driver for tumor growth in this model. Another noteworthy feature of cells within this model was the increased expression of MHC-II molecules such as *H2-Ab1* and *H2-Aa* in cluster 4T1-3 (Figure 4—figure supplement 2B, Figure 4—source data 5). 

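H2-Aa was at 1303 CPM (95% Poisson interval 1279 to 1327) in cluster 1 of the 4T1 tumor, 1281 (1253 to 1309) in cluster 2 and 666 (642 to 690.3) in cluster 3. H2-Ab1 was at 1010 (989 to 1031), 894 (871 to 918) and 510.4 (490 to 532) CPM. Levels of MHC class II genes were thus lowest in the cluster with the highest Mki67, and clusters 1 and 2 differed by less than that. In Louvain clusters 1, 2 and 3, H2-Aa was at 1313, 1289 and 723 CPM and H2-Ab1 at 916, 1009 and 558 CPM. In the summed library H2-Aa was at 1151 CPM, compared with 46.4 in PyMT, 23.2 in BRCA1-null and 1.22 in Neu libraries, and the strain differs between these models.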

Although the expression of MHC-II have been generally attributed to be a feature of immune cells, tumor cell expression have been documented (Forero et al., 2016) and the significance of its increased expression in this sub-population of cells would be an interesting avenue for future studies.

Together, these studies illuminated the complex patterns of intra-tumoral heterogeneity for each model. They also provided interesting information for each cluster of cells within individual tumors, although the TPCs and putative markers to be used for isolation could not be deduced easily based on the current analysis so far, except for that in Neu cells discussed below.

### Identification of CD14^hi^ cells with increased tumorigenic potential in MMTV-Neu tumors

Examination of Neu tumor cells revealed four clusters (Neu-1 to Neu-4) with well-defined characteristics to allow illustration of their hierarchical relationships (Figure 4E and F). 

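Of the 17 genes that the study names for the 4 Neu clusters, 15 peaked together in the walktrap division, where shuffling gave 9.79 on average and as many in 0.0002 of shuffles. Louvain clustering gave 16 and k-means 15. In all 3 divisions most genes of the clusters that the study calls luminal and alveolar progenitors peaked in the same cluster, so the count does not separate these 2 sets. The walktrap clusters held 3760, 177, 117 and 100 cells. Cluster 1 had alveolar markers, cluster 2 was led by Acta1 and had a median of 5499 UMIs, cluster 3 had 113 of its 117 cells from replicate B, and cluster 4 had proliferation markers and a median of 24743 UMIs. Louvain clustering gave 2080, 1254, 717 and 103 cells, with cluster 3 the shallowest at 7939 UMIs and cluster 4 again the proliferating one. Modularity was highest at 13 walktrap clusters. On simulated counts for these clusters, 100% of 4-fold and 54% of 2-fold increases were called. Of decreases, 87.2% of those to 0.25-fold and 30.6% of those to 0.5-fold were called.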

Neu-3 cells had increased expression of milk production related genes such as *Lalba* and can be defined by higher expression of *Cited4, Cd36* and *Aqp5* which corresponded to the AvD cell state Figure 4F, Figure 4—source datas 6–7). 

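Lalba was at 5868 ± 1002 CPM (SD, n = 2 tumors) in walktrap cluster 1 of the Neu tumors, a log2 fold change of 1.96 over the mean of the other clusters (standard error 0.16, adjusted p = 3.32e-08). Cited4 (278 ± 16.7 CPM, 1.54, adjusted p = 2.48e-06), Cd36 (387.5 ± 205.6 CPM, 2.01, adjusted p = 5.91e-09) and Aqp5 (7117 ± 1437 CPM, 1.92, adjusted p = 6.64e-12) were also higher in it, although Cd36 was at 411 ± 174 CPM in the small proliferating cluster 4. So were 15 of 17 milk genes (16 when adjusted over the list alone). With Louvain clustering, these genes marked cluster 2 apart from cluster 1. Cluster 2 had Lalba at 7251 ± 27.5 CPM (0.89, adjusted p = 0.0194), Cited4 at 431 ± 49.9 (1.43, adjusted p = 0.000948) and Aqp5 at 9737 ± 507 (1.03, standard error 0.10, adjusted p = 0.000357), and 9 of 17 milk genes were higher (13 over the list alone). Cd36 was slightly higher in Louvain cluster 1, at 420.5 ± 216.5 CPM against 378 ± 212 in cluster 2.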

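Cd14, Tnfrsf12a, Nfkbia, Bcl3 and Osmr were all highest in walktrap cluster 2 of the Neu tumors. Cd14 was at 527 ± 264 CPM (SD, n = 2 tumors; log2 fold change 2.23, standard error 0.24, adjusted p = 4.61e-07), Tnfrsf12a at 816 ± 344 (1.43, adjusted p = 4.16e-08), Nfkbia at 1027 ± 905 (2.17, adjusted p = 2.33e-08), Bcl3 at 101 ± 72.1 (0.83, adjusted p = 0.0362) and Osmr at 128 ± 89.98 (1.51, adjusted p = 0.000274). In this cluster 11 of 12 NF-kB target genes and 14 of the immediate early genes were higher, and Lalba was lower (-2.53, adjusted p = 3.69e-09). Of 17 milk genes 2 were higher in it and 12 were lower (2 and 12 over the list alone). With Louvain clustering, Cd14 was higher in 2 clusters. Cluster 1, with 2080 cells, had 298 ± 34.8 CPM of Cd14 (1.29, adjusted p = 0.0227) and 6 of 17 milk genes higher and none lower (11 over the list alone). Of the other genes, Tnfrsf12a passed in cluster 1 (0.46, adjusted p = 0.0310), and Nfkbia, Bcl3 and Osmr did not (adjusted p = 0.220, 0.270 and 0.0785).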

Although cells within the Neu-2 cluster also exhibited increased milk production related genes, this population had elevated expression of *Cd14, Tnfrsf12a, Nfkbia, Bcl3* and *Osmr*. The increased expression of *Cd14* in this Neu-2 cluster led us to the inference that these were AvP cells, since *Cd14* has been described as a marker for progenitor cells (Bach et al., 2017). Neu-1 cells did express *Cd14* along with increased LP-associated genes such as *Cldn10, Malat1,* and *Krt18.* Moreover, this cluster had lower expression of milk production genes, which indicated that these cells were most closely associated with C7:LP-PI cells. 

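Louvain cluster 3 of the Neu tumors, with 717 cells, had the highest Cldn10 (574 ± 80.7 CPM, SD, n = 2 tumors; log2 fold change 1.15, standard error 0.15, adjusted p = 0.000485), Malat1 (18466 ± 6971 CPM, 1.14, adjusted p = 4.49e-05) and Krt18 (3092 ± 799.5 CPM, adjusted p = 8.3e-05). Its Cd14 was at 408 ± 198 CPM (1.70, adjusted p = 0.00150), Nfkbia at 711 ± 691 (1.44, adjusted p = 0.00744) and Osmr at 95.7 ± 43.1 (adjusted p = 0.000912). Bcl3, at 79.2 ± 27.97 CPM, did not pass (0.62, adjusted p = 0.246). None of 17 milk genes was higher in this cluster and 11 were lower. The walktrap division placed Malat1 (26874 ± 6287 CPM, 1.61) and Krt18 (4425 ± 1533 CPM, 1.56) in cluster 2 with Cd14, and Cldn10 in cluster 1 (361 ± 124 CPM, 0.94, adjusted p = 0.000302). Cells of cluster 3 were shallow, so Malat1 and Cd14 were also compared among cells with 5000 to 10000 UMIs. There the fold of Louvain cluster 3 over clusters 1 and 2 was 1.55 in replicate A and 1.24 in replicate B for Malat1, and 3.20 and 1.77 for Cd14.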

Neu-4 was a smaller cluster of proliferating cells characterized by elevated *Birc5, Tyms* and *Pcna*. 

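Birc5, Tyms and Pcna marked the 100 cells of walktrap cluster 4 of the Neu tumors. Birc5 was at 394 ± 77.9 CPM (SD, n = 2 tumors; log2 fold change 6.02, standard error 0.33, adjusted p = 5.05e-12), Tyms at 286 ± 129 (3.91, standard error 0.21, adjusted p = 5.44e-12) and Pcna at 221 ± 87.9 (2.25, standard error 0.21, adjusted p = 2.73e-08). All 28 cell cycle genes were higher in it. Proliferation markers had not been left out of the features, so this count is not independent of the clustering. The cluster was nearly the same with Louvain clustering (103 cells, Birc5 at 383 ± 66.8 CPM), and it held 1.92% and 2.98% of the cells of replicates A and B in the walktrap division. Lalba was at 3993 ± 1780 CPM in this cluster and Cd14 at 71.2 ± 29.9, so proliferating cells had milk gene UMIs and little Cd14.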

The presence of Neu-4 cells in opposing ends of t-SNE dimension one suggested that there were distinct cell states with proliferative potential in this tumor model (Figure 4E).

Although multiple bioinformatics analyses of sc-RNAseq datasets from three tumor models did not reveal a universal BCSC population from the tumors examined, all these studies suggested the possibility that the less differentiated progenitor-like cells could act as lineage-specific TPCs in each particular tumor. We therefore took an experimental approach to test this idea using the Neu tumor due to its best-defined hierarchical structure from LPs (Neu-1) to AvPs (Neu-2) to AvDs (Neu-3). Both Neu-1 and Neu-2 clusters expressed higher levels of the luminal progenitor marker, *Cd14* (Asselin-Labat et al., 2011), along with other STAT3 target genes (*Bcl3, Osmr* [Clarkson et al., 2004]) and *Nfkbia* (Figure 5A). It is worth noting that the STAT3 pathway has been associated with acquisition of BCSC properties (Wei et al., 2014). 

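Cd14 (ENSMUSG00000051439, chromosome 18 of GRCm38 from 36725067 to 36726798) was used to divide Neu cells directly. At 3000 UMIs per cell, 28.3% of cells of replicate A (575 of 2035, exact Clopper-Pearson interval 26.3% to 30.3%) and 30.2% of replicate B (577 of 1912, 28.1% to 32.3%) had a Cd14 UMI. The share was 4.85% in the 4T1 tumor, whose median depth was 11314 UMIs. By Louvain sub-cluster it was 37.9%, 10.5%, 45.7% and 9.52% in replicate A and 36.6%, 15.2%, 32.9% and 18.97% in replicate B. UMIs of cells with and without a Cd14 UMI were summed per library and compared with the library as a block, leaving 1 residual degree of freedom. Of 9355 genes, 212 were higher and 71 lower with Cd14 at an adjusted p under 0.05 from edgeR. Bcl3 (ENSMUSG00000053175, chromosome 7 from 19808462 to 19822770) was at 90.1 ± 24.4 CPM with and 54.0 ± 5.02 without Cd14 (SD, n = 2 tumors; log2 fold change 0.77, standard error 0.12, adjusted p = 8.86e-05). Osmr (ENSMUSG00000022146, chromosome 15 from 6813577 to 6874969) was at 73.6 ± 24.8 and 45.4 ± 10.5 CPM (0.73, standard error 0.13, adjusted p = 0.000456), and Nfkbia (ENSMUSG00000021025, chromosome 12 from 55489410 to 55492647) at 592 ± 468 and 281 ± 137 CPM (1.00, standard error 0.10, adjusted p = 7.55e-09). All 3 were higher with Cd14 in both replicates, but by different amounts. Nfkbia was at 922.5 CPM with and 377.4 without Cd14 in replicate A, and at 260.8 and 184 in replicate B. The standard errors and p-values of this comparison are those of the fit and do not measure the spread between the 2 tumors. Cxcl2 (2.13, adjusted p = 2.61e-15), Cxcl1 (1.61, adjusted p = 2.2e-16) and Cldn4 (1.08, adjusted p = 1.29e-11) changed more. Of 13 involution and STAT3 genes 9 were higher and none was lower (9 when adjusted over the list alone), and of 12 NF-kB target genes 7 were higher (11 over the list alone). Of 15 milk genes 1 was higher and 6 were lower (2 and 8 over the list alone), and of 24 cell cycle genes 6 were lower and none was higher (10 lower over the list alone). With no block for the library no gene passed in edgeR, 119 genes had an unadjusted p under 0.05, and DESeq2 with the block gave 39 higher and 4 lower among the 1919 genes it gave an adjusted p. In DESeq2 Bcl3 (adjusted p = 0.120) and Nfkbia (0.428) did not pass. In PyMT tumors Nfkbia was higher with Cd14 (0.32, adjusted p = 1.53e-05) and Bcl3 and Osmr did not pass (0.920 and 0.483). The differences between Neu and PyMT in these genes did not pass either (adjusted p = 0.575 for Bcl3, 0.994 for Osmr and 0.158 for Nfkbia). The paper reads Cd14 as a marker of progenitors in these Neu clusters.

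**Figure D3:**
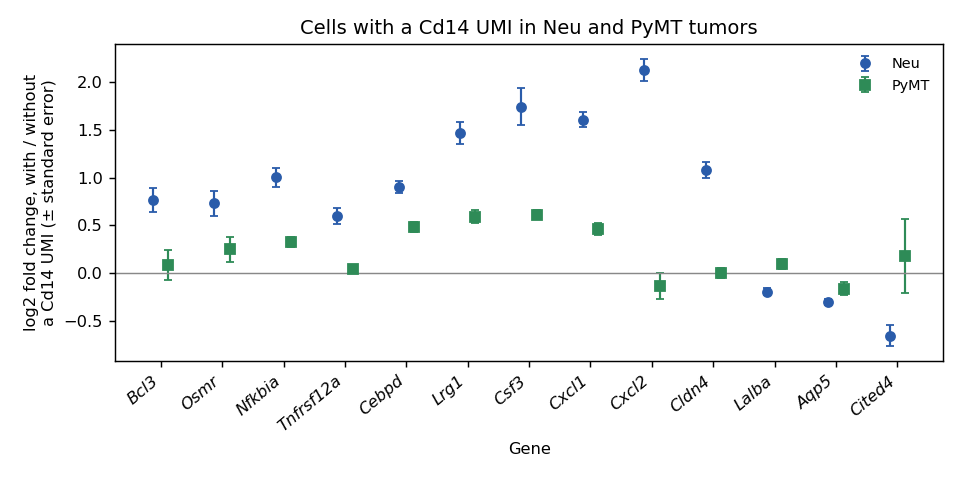
Log2 fold change (± standard error) between cells with and without a Cd14 UMI, at 3000 UMIs per cell, in Neu and PyMT tumors. The standard errors are those of the fit and do not measure the spread between the 2 tumors of a type. Bcl3 rose by 0.77 in Neu and did not pass the test in PyMT (0.08), a difference between the tumors that did not pass either (adjusted p = 0.575), and Cxcl2 rose by 2.13 in Neu.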

We can also detect the presence of CD14^+^ cells in a sub-population of Neu tumor cells by immuno-histochemistry, validating the scRNA-seq observations (Figure 5B). In order to evaluate the potential of CD14 as a cell surface marker for the isolation of putative TPCs in the Neu model, we generated a cell line (designated as N148 cells) from one of the Neu tumors that were analyzed in Figures 1–4. Through fluorescence assisted cell sorting (FACS), we isolated CD14^hi^ and CD14^lo/-^ populations from N148 cells (Figure 5C) and characterized these populations. Consistently, levels of *Cd14, Bcl3, Osmr* and *Nfkbia* were significantly increased in the CD14^hi^ populations (Figure 5D). The increased expression of STAT3 target genes in the CD14^hi^ population was also accompanied by elevated phospho-Stat3 levels (Figure 5E). When transplanted into syngeneic FvB mice at limiting dilutions, the CD14^hi^ population also exhibited increased tumorigenic potential with an estimated TPC frequency of 1/278 compared to 1/2295 for CD14^lo/-^ cells (Chi-squared test, p=0.00134) (Figure 5F). These results illustrated the TPC properties of luminal progenitor-like CD14^hi^ cells within Neu tumors.

**Figure 5.**
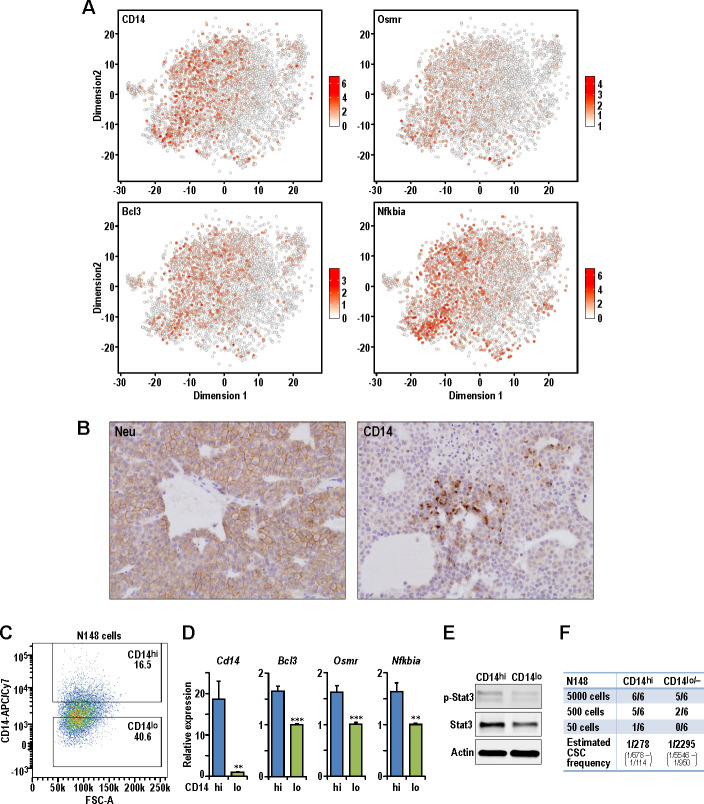
Isolation of CD14^hi^ cells with increased tumorigenic potential in the Neu tumor. (**A**) t-SNE plots showing the expression levels of *Cd14, Bcl3, Osmr* and *Nfkbia* in the Neu tumor sub-clusters. (**B**) Representative immuno-histochemical staining of Neu and CD14 in a Neu tumor. (**C**) Dot plot showing the gating for isolation of CD14^hi^ and CD14^lo/-^ Neu tumor cell sub-populations. (**D**) Relative mRNA expression levels of *Cd14, Bcl3, Osmr* and *Nfkbia* between the sorted Neu tumor sub-populations. Bar charts show mean expression values and error bars represent standard error (n = 9, triplicates from three independent experiments, ** denotes p<0.01, *** denotes p<0.001). (**E**) Immuno-blots showing the levels of phospho-STAT3, STAT3 and ACTIN between the sorted Neu tumor sub-populations. (**F**) Limiting dilution transplant analysis of sorted Neu tumor sub-populations in syngeneic FvB mice. The appearance of tumors were recorded 4 weeks post-transplant and CSC frequencies were estimated using ELDA limiting dilution analysis (Hu and Smyth, 2009).

**Figure 5—figure supplement 1.**
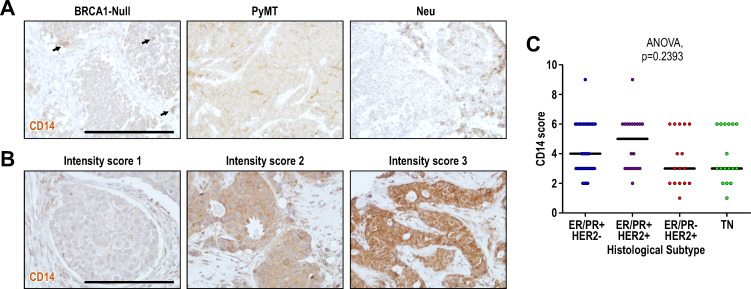
CD14 protein expression levels in mouse models and human breast tumors. Immunohistochemical staining for CD14 in (**A**) respective mouse models and (**B**) human breast cancer tissue array. Scale bar represents 200 µm. (**C**) Quantification of CD14 scores for each histological subtype for the human breast cancer array examined. Intensity scores (1-3) for human breast cancer samples were quantified for each tumor and multiplied by the coverage score (1 = 0–5% positive cells, 2 = 5–50% positive cells, 3=>50% positive cells).

### Single-cell intrinsic molecular subtype assignment reveals breast cancer subtype heterogeneity within tumors

Although intrinsic molecular subtyping of breast tumors as a whole can be insightful in predicting prognosis and stratifying patients for therapy (Sørlie et al., 2001), these classification strategies do not account for the extensive heterogeneity at single-cell level. Since tumor cells corresponding to distinct cell states were observed within the respective tumors examined (Figures 2–3), we postulated that distinct intrinsic breast cancer subtypes would co-exist within such tumors (Yeo and Guan, 2017). To investigate this possibility, we utilized PAM50 and claudin-low signatures (Prat et al., 2010), which are routinely used for intrinsic molecular subtyping of breast tumors, to classify single mammary tumor cells using the Bioconductor package, genefu (Gendoo et al., 2016). Single cells were assigned intrinsic subtypes according to their respective correlations with claudin-low and PAM50 centroids (nearest centroid classifier). This approach has been utilized for single-cell analysis of human breast tumors (Kim et al., 2018). Interestingly, the Neu, PyMT and BRCA1-null tumors each comprised of cells which corresponded to several intrinsic breast cancer subtypes (Figure 6A). The BRCA1-null tumors had larger proportions of claudin-low and basal-like tumor cells (Figure 6A), whereas Neu and PyMT tumors contained more luminal A and normal-like subtype cells (Figure 6A). In general, this reflects the characteristics of the bulk tumors that were more basal-like (BRCA1-null) and luminal (Neu and PyMT) respectively. The presence of mesenchymal populations in BRCA1-null tumors (Figures 3D and 4A) was also concordant with the assignment of claudin-low subtypes in this tumor type (Figure 6A). 

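Cells without a UMI of Cldn3, Cldn4, Cldn7 or Epcam and with at least 2 UMIs of Vim were counted at 3000 UMIs per cell as a simple claudin-low class, since the subtype classifier was not run here. They made up 65 of 218 cells (29.8%, exact Clopper-Pearson interval 23.8% to 36.4%) in BRCA1-null replicate A and 363 of 1870 (19.4%, 17.6% to 21.3%) in replicate B. None was found among 1813 and 1711 PyMT cells, with upper limits of 0.203% and 0.215%, and 1 among 2035 and none among 1912 Neu cells. Cells with a UMI of Epcam and at least 2 of Vim were 10.1% and 37.9% of the BRCA1-null replicates, at most 1.40% in PyMT and at most 1.62% in Neu. In replicate A, 55.0% of cells had no UMI of the 4 epithelial genes, and in replicate B 20.5%. Detection depends on depth and free RNA, and a cell that passes the sort with few epithelial UMIs can be of the tumor or of the host.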

Altogether, the observation of multiple breast cancer subtypes within a tumor warrants further investigation into its potential clinical significance.

**Figure 6.**
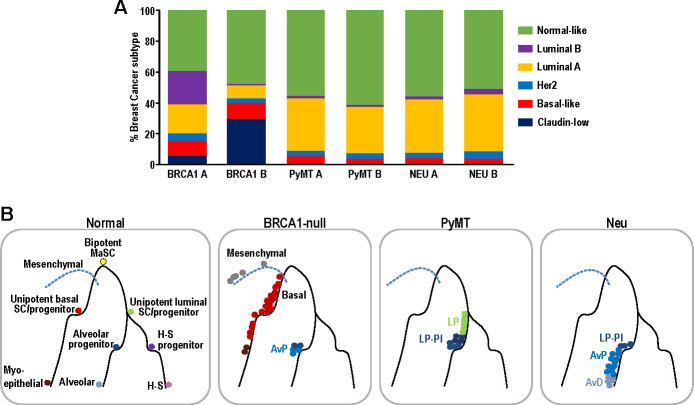
Single-cell intrinsic molecular subtype assignment of mammary tumor cells and model for the distribution of cell states within each mammary tumor. (**A**) Bar charts showing the % of cells representing claudin-low (navy blue), basal-like (orange), Her2 (blue), luminal A (yellow), luminal B (purple) and normal-like (green) breast cancer subtypes within BRCA1-null, PyMT and Neu tumors. (**B**) Schematic model summarizing the distribution of cell states for each of the tumors examined. Lines represent differentiation trajectories of MECs, while circles indicate cells.

## Discussion

In this study, we analyzed the single-cell transcriptomes of 11639 mammary tumor cells from three prominent mouse models of breast cancer (BRCA1-null, PyMT, Neu). Interestingly, we found that tumor cells from these distinct models corresponded to minimally overlapping spectra across the mammary differentiation hierarchy (Figure 6B). In exact, BRCA1-null tumor cells corresponded to mesenchymal, basal and AvP lineages. On the other hand, PyMT tumor cells were associated with LPs of nulliparous and involution timepoints, whereas Neu tumor cells spanned the spectrum from LPs to AvPs to AvD cells. In a scenario with universal BCSCs, the universal BCSCs from different tumor models should cluster together in t-SNE analyses but this was not apparent from our analyses. However, the results presented here do not exclude the possibility of the existence of universal BCSCs, because they may exist at frequencies that were not detectable based on the cell numbers examined (<0.5%). The sorting of CD24^+^ cells may also exclude cells that have undergone EMT but we utilized a less stringent CD24^+^ gating strategy (Figure 1—figure supplement 1) that still enabled the identification of mesenchymal populations, especially in the BRCA1-null tumors. Despite these potential limitations, our observations indicated that each of the tumors investigated were likely to contain lineage specific TPCs respectively. To illustrate this in the Neu tumor, we isolated LP-like and AvP-like cells through enrichment of CD14^hi^ cells and showed that these cells exhibited increased tumorigenic potential in limiting dilution experiments, which fits the operational definition of TPCs (Figure 5). These CD14^hi^ cells in the Neu tumors could be highly enriched for parity induced-MECs, that have been previously described to be BCSCs in this model (Asselin-Labat et al., 2011; Henry et al., 2004). In light of recent lineage-tracing studies showing that the basal, luminal ER^+^ and luminal ER^-^ MEC populations can respectively self-sustain (Van Keymeulen et al., 2017; Van Keymeulen et al., 2011; Wang et al., 2017), it is not too surprising if distinct TPCs contribute to the propagation of particular tumor subtypes/lineages.

We anticipate that tumors spanning a similar differentiation spectra (tumors with LP, AvP and AvD cells) will contain identical TPCs that can be isolated by the surrogate marker CD14. However, the illumination of distinct hierarchical patterns in the varying tumor types indicates that this marker will not be universally applicable to all tumor types. As an example, all the tumor cells within the PyMT model correspond to the LP cell state and in such a scenario CD14 is not differentially expressed between the tumor cell clusters (Figure 4—figure supplement 1E). Accordingly, from our previous studies (Yeo et al., 2016), TPCs in PyMT-driven tumors can be demarcated by higher expression of the more specific, primitive LP marker, *Aldh1a3* (Eirew et al., 2012). 

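Cd14 was compared across the PyMT clusters. At 3000 UMIs per cell, a Cd14 UMI was found in 49.5% of cells of PyMT replicate A (exact Clopper-Pearson interval 47.2% to 51.8%) and 44.2% of replicate B (41.9% to 46.6%). By Louvain cluster it was 51.1% in cluster 1 and 45.9% in cluster 2 of replicate A, and 45.4% and 42.8% in replicate B. In summed counts Cd14 was at 379 ± 43.4 CPM (SD, n = 2 tumors) in cluster 1 and 307 ± 41.3 in cluster 2, a log2 fold change of 0.40 (standard error 0.08, adjusted p = 0.000133 from edgeR). With walktrap clusters it was at 350.3 ± 52.6 CPM in cluster 1 and 135 ± 30.3 in the 36 cells of cluster 2 (1.65, standard error 0.29, adjusted p = 1.55e-06). Over whole tumors Cd14 was at 393 ± 60.7 CPM in PyMT, 231 ± 11.9 in Neu and 113 ± 64.3 in BRCA1-null libraries, and PyMT did not pass against the mean of the other two (1.28, adjusted p = 0.0514).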

As for the BRCA1-null model (Figure 4—figure supplement 1D), it is likely that CD14 will demarcate LP cells that are of the pre-malignant stages before these cells trans-differentiate toward a more basal/mesenchymal cell state (Wang et al., 2019) and this will be an interesting prospect to be addressed in our future work. It is possible that Cluster BRCA1-3 cells (Figure 4B) were also trans-differentiated mesenchymal tumor cells because they were mutually exclusive from cells that had normal copy number variation (CNV) predictions (Figure 4—figure supplement 3A). Cells from cluster BRCA1-3 were classified as tumor because they were predicted to harbor chromosomal amplification or deletion events (Figure 4—figure supplement 3B). In order to examine whether there were any potential associations between the genes expressed by BRCA1 clusters with breast cancer patient survival, we used the aggregated mean expression of the top 50 differentially expressed genes for each BRCA1 cluster to analyze potential associations between survival of patients with high or low gene signatures for each cluster, respectively, utilizing KM-plotter (Györffy et al., 2010). Interestingly, this analysis revealed that patients expressing higher levels of the genes differentially expressed by clusters BRCA1-1 (Proliferating) and BRCA1-4 (Alveolar Progenitor-like) respectively (Figure 4B), were associated with poorer relapse-free survival (Figure 4—figure supplement 4). While the association between proliferation (cluster BRCA1-1) and poor prognosis may not be too surprising (van Diest et al., 2004), the observation that alveolar progenitor-like (cluster BRCA1-4) gene expression was associated with poorer survival is interesting and worthy of further examination in future work. Since CD14 protein expression can be detected in a subset of BRCA1-null mouse tumor cells (Figure 5—figure supplement 1A), as well as human breast cancers (Figure 5—figure supplement 1B), further work will be necessary to validate its potential significance in human breast cancer. In general, our finding of distinct patterns of cell state heterogeneity accentuates the need to specifically select and utilize markers to isolate relevant populations based on the respective tumor hierarchies, instead of universally employing surrogate TPC markers across all tumor types.

Importantly, our proposed model incorporates the elaborate intricacy of the mammary differentiation hierarchy, which is a conceptual leap from the focus on just universal BCSCs that reside at the apex of the tumor hierarchy. As in the case of the Neu tumor (Figure 5), progenitor-like cells and other intermediary states within the tumor hierarchy could also be relevant. Even the more differentiated cell states may have a role in supporting tumor growth through a paracrine manner and similar mechanisms of cooperativity between tumor sub-populations have been documented (Cleary et al., 2014; Marusyk et al., 2014). The clinical implications of our proposed model are that we cannot assume the presence of universal BCSCs in every tumor and prescribe universal BCSC targeting drugs without considering the specific stem/progenitor TPCs that may be driving them. The composition (hierarchical heterogeneity) of breast tumors may need to be accounted for to determine the combination of therapeutic agents that can effectively eliminate all the tumor sub-populations with discrete susceptibilities (Yeo and Guan, 2017).

With regard to that, intrinsic molecular subtyping of breast cancers can be associated with particular tumor differentiation cell states (Visvader and Clevers, 2016) and single-cell intrinsic molecular subtyping (Chung et al., 2017; Yeo and Guan, 2017) could potentially play a role in illuminating the spectrum of hierarchical heterogeneity within tumors. As we and others have shown (Figure 6A), multiple breast cancer subtypes can co-exist within a tumor (Kim et al., 2018) and there also appears to be some concordance between the tumor cell states and intrinsic molecular subtypes that were present. Even then, stratification strategies for single-cell classification will require further refinement because of the influence from cell-cycle-related genes. It would also be interesting to determine if tumor subtype composition at the single-cell level have prognostic value in breast cancer patients. Altogether, diagnosing the intra-tumoral breast cancer subtype heterogeneity may provide an indication of the hierarchical heterogeneity within tumors and guide the selection of combinatorial therapeutic regimens.

In summary, the data that was generated in this study provides insights into the degree of intra-tumoral heterogeneity within several mouse models of breast cancer. Although we have only analyzed these tumors under ‘steady state’ conditions, the single-cell data can serve as an important reference point for future studies which perturb the dynamics of the sub-populations. It would be interesting to investigate the changes in sub-populations after treatment, genetic manipulation, in secondary tumor sites and the degree of plasticity between these populations. In light of a hierarchical model for metastasis (Lawson et al., 2015), it is possible that certain sub-populations from these tumor models would be enriched in circulation, along the metastatic cascade. Although we did observe a more mesenchymal sub-population in BRCA1-null tumors and the process of EMT has been shown to confer stem-like properties (Chaffer et al., 2013), it would be interesting to identify other potential factors that may regulate tumor cell plasticity in some of the other tumor sub-populations (Dravis et al., 2018). Crucially, our results unraveled the distinct spectrum of differentiation states within mammary tumors and indicate that these tumors contain lineage-specific stem/progenitor-like TPCs. This emphasizes the need to account for the distinct spectrum of differentiation states within breast tumors to prevent therapeutic resistance.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus musculus*)	FVB/NJ	Jackson Laboratory	001800	RRID:IMSR_JAX:001800
Genetic reagent (*Mus musculus*)	BALB/cJ	Jackson Laboratory	000651	RRID:IMSR_JAX:000651
Genetic reagent (*Mus musculus*)	FVB/N-Tg(MMTV-neu)202Mul/J	Jackson Laboratory	002376	RRID:IMSR_JAX:002376
Genetic reagent (*Mus musculus*)	FVB/N-Tg(MMTV-PyVT)634Mul/J	Jackson Laboratory	002374	RRID:IMSR_JAX:002374
Genetic reagent (*Mus musculus*)	FVB/N-Brca1^f/f^Trp53^f/f^ Tg(Krt14-Cre)	Liu et al., 2007		Jos Jonkers RRID:MGI:3762188
Cell line (*Mus musculus*)	N148	This paper		Primary cell line derived from Neu tumor. Description can be found under the‘Limiting dilution transplantation’ section in Materials and methods
Cell line (*Mus musculus*)	FF99WT	This paper		Primary cell line derived from PyMT tumor. Description can be found under the ‘Animals’ section in Materials and methods
Cell line (*Mus musculus*)	4T1	ATCC	CRL-2539	RRID:CVCL_0125
Antibody	Anti-CD14 (Rabbit polyclonal)	Invitrogen	PA5-78957	IHC (1:200) RRID:AB_2746073
Antibody	Anti-ErbB2 (Rabbit monoclonal)	Cell Signaling Technology	2165	IHC (1:200) RRID:AB_10692490
Antibody	Anti-Mki67 (Rabbit monoclonal)	Spring Bioscience	M3062	IHC (1:200) RRID:AB_11219741
Antibody	Anti-Irf1 (Rabbit monoclonal)	Cell Signaling Technology	8478	IHC (1:200) RRID:AB_10949108
Antibody	Anti-p-Stat3 (Rabbit monoclonal)	Cell Signaling Technology	9145	WB (1:1000) RRID:AB_2491009
Antibody	Anti-Stat3 (Mouse monoclonal)	Cell Signaling Technology	9139	WB (1:1000) RRID:AB_331757
Antibody	Anti-beta Actin (Mouse monoclonal)	Sigma	A5441	WB (1:1000) RRID:AB_476744
Antibody	PE Anti-CD24 (Rat monoclonal)	BD Biosciences	553262	Flow (1:200) RRID:AB_394741
Antibody	APC Anti-CD31 (Rat monoclonal)	Biolegend	102410	Flow (1:500) RRID:AB_312905
Antibody	APC Anti-TER119 (Rat monoclonal)	Biolegend	116212	Flow (1:500) RRID:AB_313713
Antibody	APC Anti-CD45 (Rat monoclonal)	Biolegend	103112	Flow (1:500) RRID:AB_312977
Antibody	APC/Cy7 Anti-CD14 (Rat monoclonal)	Biolegend	123317	Flow (1:200) RRID:AB_10900813
Sequence-based reagent	CD14 F	IDT	qPCR primer	ACCGACCATGGAGCGTGTG
Sequence-based reagent	CD14 R	IDT	qPCR primer	GCCGTACAATTCCACATCTGC
Sequence-based reagent	BCL3 F	IDT	qPCR primer	CCGGAGGCCCTTTACTACCA
Sequence-based reagent	BCL3 R	IDT	qPCR primer	GGAGTAGGGGTGAGTAGGCAG
Sequence-based reagent	OSMR F	IDT	qPCR primer	CATCCCGAAGCGAAGTCTTGG
Sequence-based reagent	OSMR R	IDT	qPCR primer	GGCTGGGACAGTCCATTCTAAA
Sequence-based reagent	NFKBIA F	IDT	qPCR primer	TGAAGGACGAGGAGTACGAGC
Sequence-based reagent	NFKBIA R	IDT	qPCR primer	TTCGTGGATGATTGCCAAGTG
Commercial assay or kit	10x Chromium single-cell kit	10x Genomics		V2 chemistry
Software, algorithm	Cell Ranger	10x Genomics		
Software, algorithm	Single-cell RNA sequencing analysis	This paper		https://github.com/ZhuXiaoting/BreastCancer_SingleCell (copy archived at https://github.com/elifesciences-publications/BreastCancer_SingleCell)

### Animals

All experimental procedures were carried out according to protocols approved by the Institutional Animal Care and Use Committee at University of Cincinnati under protocol number 13-10-08-02. Mice were housed and handled according to local, state and federal regulations. Brca1^F/F^ P53^F/F^ K14-Cre mice that have been previously described (Liu et al., 2007) were a kind gift from Dr. Jos Jonkers. MMTV-PyMT (Guy et al., 1992a) and MMTV-Neu (Guy et al., 1992b) strains were originally procured from Jackson Laboratory and were crossed with FIP200^F/F^ mice as described previously (Wei et al., 2011). FF99WT cells were derived from an autochthonous MMTV-PyMT tumor with FIP200 floxed alleles (Wei et al., 2011) (essentially wild-type without Cre recombinase). FF99WT cells were used to generate the PyMT transplant tumors that were analyzed by scRNA-seq. For transplantation experiments, cells were prepared in DMEM:Matrigel at a 1:1 ratio and the required number of cells (4T1 = 10,000 cells; FF99WT = 1,000,000 cells) were injected in a 50 μl volume orthotopically into the fourth inguinal mammary fat pads. Wild-type FVB/NJ mice or BALB/C female mice (6–8 weeks old) were obtained from Jackson Laboratory for syngeneic transplantation of MMTV-PyMT tumor cells and 4T1 cells, respectively. 4T1 cells were obtained from ATCC and cultured in DMEM supplemented with 10% FBS. 4T1 cells were transduced with pLenti-GFP (LTV-400, Cell Biolabs) before transplantation experiments. All cell lines were routinely tested for mycoplasma monthly and were negative for contamination. The resulting tumors from spontaneous models (BRCA1-null and MMTV-Neu) along with transplant models (PyMT and 4T1) were harvested when tumor sizes were about 1000 mm^3^ and isolated as described below.

### Tumor dissociation into single-cell suspension

Dissected primary tumors were cut and minced and then incubated in DMEM/F12 supplemented with 5% FBS, 1x antibiotic-antimycotics, gentamycin (20 µg/mL) (all from Invitrogen), collagenase (300 units/mL), and hyaluronidase (100 units/mL) (Worthington Biomedical) for 2 hr at 37°C. They were then centrifuged at 400 g for 5 min, and the pellets were washed with PBS, and suspended in 0.05% trypsin/0.025% EDTA (Invitrogen) before incubated for 5 min at 37°C. An equal volume of DMEM/F12 containing 5% FBS and DNase I (20 units/ml, Roche) was then added to stop the digestion. After filtering through a 40 µm nylon mesh (BD Biosciences), the cells were collected by centrifugation at 400 g for 5 min and re-suspended in ACK lysis buffer (Invitrogen) to lyse red blood cells.

### Flow cytometry and cell sorting

Cells were suspended in flow buffer (HBSS with 0.1% FBS and DNAse I) for analysis and sorting. Tumor single-cell suspensions were incubated with CD24-PE (553262, BD Biosciences), the endothelial cell marker, CD31-APC (102410, Biolegend), the leukocyte marker, CD45-APC (103112, Biolegend), and the erythrocyte marker, Ter119-APC (116212, Biolegend) according to manufacturer’s instructions for 20 min at 4°C. Following that, cells were rinsed and resuspended in flow buffer before sorting or analysis by FACSAria or FACSCanto instruments (BD Biosciences). The gating strategy for tumor cell sorting was shown in Figure 1—figure supplement 1B-C. For isolation of CD14^+^ cells, CD14-APC/Cy7 (123317, Biolegend) antibody was used and the gating strategy shown in Figure 5C.

### Library preparation and sequencing

Single-cell cDNA libraries were prepared using the 10x Chromium single-cell kit (3’ gene expression platform version two chemistry) according to manufacturer’s instructions for each tumor on separate chips. The aim was to capture about 2000 cells for each biological replicate and include two independent biological replicates for BRCA1-null, PyMT and Neu tumor models, respectively. Tumor libraries (BRCA1-null, PyMT and Neu) were then pooled and sequenced in a flow cell across two lanes using an Illumina HiSeq 2500 sequencer with the following parameters; read 1: 27 cycles; i7 index: eight cycles, i5 index: 0 cycles; read 2: 147 cycles. Independent biological replicates of tumor libraries were pooled and sequenced in a second batch. Library preparation and DNA sequencing were carried out by the CCHMC Gene Expression Core and CCHMC DNA Sequencing Core, respectively.

### RNA-sequencing data processing and quality control

The 10x Genomics workflow was followed to process the raw sequencing data. The Cell Ranger Single-Cell Software Suite was used for demultiplexing, barcode assignment and UMI quantification. The pre-built annotation package of mm10 reference genome was obtained from the 10x Genomics website and used as reference for read alignment by STAR. To combine data from seven sample libraries, the outputs of each sample were aggregated using ‘cellranger aggr’ with –normalise set to ‘none’. All together 13,745 cells were identified from four samples (1903 in 4T1, 3102 in BRCA1-null, 4173 in PyMT, 4567 in Neu).

For cell quality control, we excluded cells in which the number of genes detected and total number of unique molecular identifiers (UMIs) were three median absolute deviations (MAD) below the median of each sample, as well as total less than 1000 molecules or less than 500 genes detected. In addition, all cells with 20% or more of UMIs mapping to mitochondrial genes were defined as non-viable or apoptotic and removed from the analysis. We also avoided the effect of index swapping (non-unique barcodes) by excluding cells with barcodes that appeared in more than one sample. After quality control, there were a total of 11639 cells (1656 in 4T1, 2284 in BRCA1-null, 3545 in PyMT and 4154 in Neu). Pearson correlation test on the mean gene expression profiles showed high reproducibility between two biological replicates (Figure 1—figure supplement 3). To classify the cells into cell cycle phases, the function ‘cyclone’ from ‘scran’ package was applied using a pre-trained set of marker pairs for mouse data, described by Buettner et al., 2015; Scialdone et al., 2015. A score for each phase was assigned for each cell corresponding to the probability that the cell is in that phase, and cells were classified based on the phase score (Figure 1—figure supplement 4). In order to determine the percentage of normal mammary epithelial cells in the sample, copy number variation (CNV) calling was performed using the R package; CONICSmat (Müller et al., 2018). Briefly, the mouse chromosome region coordinates were obtained from mm10. The genes expressed in less than five cells were filtered out. The noisy regions of CNVs were filtered based on the results of the likelihood ratio test (LRT adjusted p-value<0.01) and BIC for each region (BIC difference >2000). By thresholding on the refined posterior probabilities at 0.8, the matrix is converted to binary where one represents the presence of CNV (tumor) and 0 the absence (normal).

### Clustering and differential expression analysis

The Bioconductor package ‘scran’ was used for the single cell RNAseq data processing. Three tumor types of the same genetic background were analyzed together and 4T1 tumor data were analyzed individually to exclude any potential confounding effects caused by differences in genetic background. Specifically, for three tumor types (BRCA1-null, PyMT and Neu), the gene expression counts in each cell were firstly scaled by size factors estimated by the ‘computeSumFactors’ function with default parameters in order to normalize the cell-specific bias. The normalized counts were log-transformed for downstream applications. For dimension reduction, the highly variable genes (HVGs) that drive biological heterogeneity were identified by modeling per gene variance and decomposing the total variance of each gene into its biological and technical components. Genes with the highest biological variant components were then examined and genes driven by technical noise were removed. Specifically, a mean-variance trend was fitted to the normalized log-expression values with ‘trendVar’ function to exhibit technical noise, and this value was subtracted from total variance to obtain biological components for each gene. The genes with biological variance ≥0 and Benjamini-Hochberg adjusted p-values<0.1were selected as HVGs. Altogether 3178 HVGs were identified and used as features for PCA and top 50 PCs were used for t-SNE projection. The t-SNE embedding was computed using the ‘Rtsne’ package with default setting and perplexity set to 50.

The cells were clustered by a shared-nearest neighbor graph (SNN graph)-based method with default parameters. A shared nearest neighbor graph was first built with the expression data of the cells and the walktrap algorithm was used to identify clusters. The marker genes were identified using the ‘findMarkers’ function in ‘scran’ by testing for differential expression between clusters to identify the top upregulated genes in each cluster. The identified markers that ranked top 10 across all comparisons were selected to visualize by heat-map. (Figure 1C).

### Superimposing tumor dataset with normal mammary cell dataset

To characterize the hierarchical composition of each tumor model (Figure 2), we overlaid the cells with mouse epithelial cells by Bach et al. 12000 cells were randomly sampled from the published dataset (GES106273). The QC was conducted following the original processes and 11637 cells were left, consistent with the sample size of our data. The integration of normal and tumor data was implemented by Seurat v3, in order to identify common cell types and enable comparative analysis. Specifically, Seurat objects were built individually for the tumor dataset and reference normal dataset and top 2000 variant genes in each object were identify as variable features. The cell pairwise correspondences between single cells between datasets, called ‘anchors’, were identified using ‘FindIntegrationAnchors’ by taking the Seurat objects list of tumor and normal using 20 dimensions, which jointly reduced the dimensionality of both datasets using diagonalized Canonical Component Analysis and L2-normalization. 5916 anchors were identified and used to integrate the two datasets by transforming the datasets into a shared space regardless of technical and biological difference.

To analyze the integrated dataset, PCA was applied for dimensionality reduction and t-SNE was used for visualization following the standard workflow. Clustering was also conducted by a shared nearest neighbor (SNN) modularity optimization-based clustering algorithm using default parameters (Figure 3A–B). The up-regulated gene markers of each cluster were identified using function ‘FindAllMarkers’ with log fold change threshold set as 1, and the markers ranked top five were selected to visualize by heatmap (Figure 3C). The cells that were assigned to each cluster were also annotated by their tumor origins (BRCA1-null, PyMT or Neu) or original clustering identities from Bach.et al. (Figure 3D).

### Diffusion maps, cell state trajectory and pseudo-time analyses

In order to explore the lineage profile of the different tumors and infer the differential trajectory, diffusion maps were built using ‘Monocle3’ with standard setting (Trapnell et al., 2014; Figure 2—figure supplement 1).

### Intra-tumoral heterogeneity analysis

To identify the intra-tumoral heterogeneity, four tumor samples were also analyzed individually using ‘scran’ following the standard workflow of normalization, dimension reduction and clustering. For three tumors with two replicates (BRCA1-null, PyMT or Neu), a batch correction process using function ‘fastMNN’ in ‘scran’ was applied on the two replicate samples, and the corrected values in low dimensional subspace were used for downstream analysis of clustering by SNN-graph clustering and visualization by t-SNE. The number of clusters (BRCA1-null = 5, PyMT = 3, Neu = 4 and 4T1 = 3) were selected based on differential expression of genes defining cell states. Cluster numbers were adjusted if a cluster did not express genes that could be correlated with a particular cell state or biological process. This justification provides a meaningful narrative for the clusters in each tumor type.

### Gene set and pathway analysis

The gene set enrichment analysis based on gene ontology (GO) terms was conducted to characterize the signature gene sets representing each cluster in each sample (Figures 4–5). The top 50 significantly upregulated genes in each cluster were compared to all the genes tested for differential expression in each tumor sample using ‘topGO’ with default setting.

### Intrinsic breast cancer molecular subtype assignment

To characterize the intrinsic molecular subtype of single cells in each sample (Figure 6), we compared the mouse single-cell expression data to human breast cancer molecular subtype assignment. Firstly, the genes that are one-to-one homologues between human and mouse were mapped according to Homologene (ftp://ftp.ncbi.nlm.nih.gov/pub/HomoloGene/build68/homologene.data). The symbol of mouse genes were mapped to human gene symbols and 10,855 out of 12438 genes were uniquely mapped. The ‘genefu’ package was used to assign the cell type of each single cell by PAM50 and claudin-low subtype assignment (Gendoo et al., 2016).

### Immunohistochemistry and immunoblotting

Formalin-fixed paraffin-embedded tumors were sectioned (5 µM) and stained for respective antigens as described previously (Wei et al., 2011). Slides were heated in citrate buffer in a pressure cooker for antigen retrieval. Antibodies used for immuno-staining included CD14 (PA5-78957, Invitrogen), Erbb2 (CST2165, Cell Signaling), Irf1 (CST8478, Cell Signaling) and Mki67 (M3062, Spring Bioscience). Immunoblotting experiments were carried out as described previously (Yeo et al., 2016). Antibodies used for immunoblotting were p-STAT3 (CST9145, Cell Signaling), STAT3 (CST9139, Cell Signaling) and beta-Actin (A5441, Sigma Aldrich).

### Quantitative PCR

Total RNA was isolated from cells using RNAeasy kit (Qiagen) according to manufacturer’s instructions. Equal amounts of RNA were then reverse-transcribed using SuperScript III first-strand synthesis kit (Invitrogen) using random hexamers as primers. cDNA samples were then subjected to qRT-PCR analysis with SYBR Green in a BioRad CFXConnect thermo-cycler. Primers used were; CD14 F: 5’-ACCGACCATGGAGCGTGTG-3’, CD14 R: 5’-GCCGTACAATTCCACATCTGC-3’, BCL3 F: 5’-CCGGAGGCCCTTTACTACCA-3’, BCL3 R: 5’-GGAGTAGGGGTGAGTAGGCAG-3’, OSMR F: 5’-CATCCCGAAGCGAAGTCTTGG-3’, OSMR R: 5’- GGCTGGGACAGTCCATTCTAAA-3’, NFKBIA F: 5’- TGAAGGACGAGGAGTACGAGC-3’, NFKBIA R: 5’- TTCGTGGATGATTGCCAAGTG-3’.

### Limiting dilution transplantation

N148 cells were derived from the autochthonous MMTV-Neu tumor with FIP200 floxed alleles (essentially wild-type without Cre recombinase) that was analyzed by sc-RNAseq (Neu_A). For limiting dilution transplants, mice were monitored for 1 month for the formation of tumors.

### Statistical analysis

For bar charts, data were presented as means and error bars indicated standard error of the mean (SEM). In Figure 5D, statistical significance was evaluated by unpaired t-test using p<0.05 as indicative of statistical significance. For Figure 5F, TPC frequencies and statistical differences between groups for limiting dilution transplants were performed using ELDA as described previously (Hu and Smyth, 2009).

### Availability of data and materials

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. The single-cell RNA-seq data have been deposited in the GEO database under accession code GSE123366. Computational analyses were performed in R (version 3.6.0) using standard functions unless otherwise stated. Code is available online at https://github.com/ZhuXiaoting/BreastCancer_SingleCell (copy archived at https://github.com/elifesciences-publications/BreastCancer_SingleCell).

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. The single-cell RNA-seq data have been deposited in the GEO database under accession code GSE123366. Computational analyses were performed in R (version 3.6.0) using standard functions unless otherwise stated. Code is available online at https://github.com/ZhuXiaoting/BreastCancer_SingleCell (copy archived at https://github.com/elifesciences-publications/BreastCancer_SingleCell). The following dataset was generated: YeoSKZhuXLuLJGuanJL2018Single-cell transcriptomic analysis of mammary tumors reveals distinct patterns of hierarchical and subtype heterogeneityNCBI Gene Expression OmnibusGEOGSE123366 The following previously published dataset was used: BachKSaraP2017Differentiation dynamics of mammary epithelial cells revealed by single-cell RNA-sequencingNCBI Gene Expression OmnibusGEOGSE10627310.1038/s41467-017-02001-5PMC572363429225342

How the deposited data were processed for this re-analysis (not part of the article)

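The deposited files hold raw UMI counts per gene and cell barcode, made by the authors with Cell Ranger against the prebuilt mm10 reference. The processing notes name Cell Ranger 2.2.0 for the replicate A libraries and the 4T1 library and 3.0.2 for the replicate B libraries, whereas the header of every matrix names 3.0.2. The version of the STAR aligner inside Cell Ranger is not given in the sources used here. Gene positions are from GENCODE M21 on GRCm38, which held 30934 of the genes, and no symbol of the gene lists was absent from the matrices. No reads were aligned again.

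Total UMIs over all barcodes were 5729799 and 30795784 for BRCA1-null replicates A and B, 18377102 and 38028054 for PyMT, 22267994 and 33857405 for Neu, and 20389707 for 4T1. Over the 3 tumor types 11842 barcodes became 9983 cells, 2284 of BRCA1-null, 3545 of PyMT and 4154 of Neu tumors. The cell filters follow the methods of the paper, with 13 mitochondrial genes, and 118 barcode sequences were shared between libraries. Median mitochondrial shares of cells kept were 3.90% and 4.63% in BRCA1-null, 4.94% and 4.60% in PyMT, 3.47% and 4.23% in Neu and 3.63% in 4T1.

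The plan of tests, gene lists, markers and alternatives was written before the data were examined, apart from the items named below. Sums of UMIs per library were tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood with a design of tumor type, Benjamini-Hochberg adjustment over all genes tested) in R 4.3.3 with limma 3.58.1. CPM of libraries are scaled by TMM. Those of clusters, of cells split by a UMI of a gene and of the 4T1 library are plain CPM. Levels of libraries are therefore not on the same scale as levels of clusters, of split cells or of 4T1. A gene among the largest increases in BRCA1-null is not reported here. Other settings tried were DESeq2 1.42.0 (Wald test), its size factors in edgeR, no filter on low counts, every barcode, shared barcodes kept, doublets from Scrublet (scanpy 1.11.5, scikit-image 0.26.0) removed, a 10% mitochondrial limit, a block for the replicate letter, and each library left out in turn. The replicate letter is the sequencing batch according to the paper, so the block, which leaves 2 residual degrees of freedom, also stands for the batch. The deviation of replicate B from A was correlated between tumor types at r of 0.0597 (BRCA1-null and PyMT), 0.117 (BRCA1-null and Neu) and 0.169 (PyMT and Neu).

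Clusters were made with scran 1.30.0, scater 1.30.1, BiocNeighbors 1.20.0, Matrix 1.6.5 and igraph 2.1.4. Highly variable genes at an adjusted p under 0.1 numbered 2919 in BRCA1-null, 609 in PyMT, 1409 in Neu, 627 in 4T1 and 823 in the joint set. Without the genes of the reported lists 2755, 508, 1289, 537 and 704 features remained. Markers used to name clusters were not left out. From these came 50 principal components, mutual nearest neighbor correction with 20 neighbors between the replicates of a tumor type, a shared nearest neighbor graph of 10 neighbors and walktrap clusters cut at the numbers of the paper, namely 5, 3, 4, 3 and 6. Louvain clustering was tried beside it as planned, at resolutions of 0.4, 0.32, 0.42, 0.46 and 0.3. Its resolution was searched with 10 seeds, of which seed 2 was used for BRCA1-null and seed 1 elsewhere. A PyMT gene at the limit for highly variable genes passes or fails with the numerical library settings. An earlier run without it left the walktrap sizes of PyMT unchanged and moved Louvain cells from cluster 2 to cluster 1. The milk, involution and Cd14 results named in the text kept their direction, and the median of the glycolysis genes changed sides. The k-means division was chosen after the walktrap sizes had been seen. Cluster sums of under 10 cells were left out. The tests of clusters had residual degrees of freedom of 1 for BRCA1-null, 1 for PyMT, 2 for Neu and 1 for the joint clusters in the walktrap division, and of 2, 1, 3 and 0 with Louvain clustering. Levels of genes in clusters were not matched between clusterings, so alternatives are given for the counts of genes that peak together. The shuffled reference for these counts was added after the counts had been seen. The study named these genes for clusters of the same cells, so they can vary together in any division. A count above the shuffled one is therefore not a test that the clusters exist.

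Genes named in the text are those the study names, up to 6 with the largest change per direction (adjusted p under 0.05, at least 50 CPM, no overlap of libraries) and up to 3 per list with the smallest adjusted p. The source tables of the paper for its sub-clusters had been seen when the lists were written. Lists not reported with a passage gave these counts for BRCA1-null, PyMT and Neu, as higher and lower over all genes: luminal progenitor 1 and 5, 8 and 1, 4 and 6; involution 2 and 3, 2 and 0, 1 and 2; NF-kB targets 1 and 0, 3 and 1, 0 and 4; hypoxia 4 and 3, 2 and 1, 3 and 2; immediate early 2 and 0, 1 and 1, 1 and 2; oxidative phosphorylation 0 and 6, 1 and 0, 0 and 0. The edgeR tests of tumor types and of clusters were tested on simulated data with a dispersion of 0.05 for every gene. Recovery of genes that vary more between replicates was not simulated. For BRCA1-null against the mean of PyMT and Neu, 13689 genes were tested, those changed on purpose among them, and 2 unchanged genes were called. Shares and splits used numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and figures matplotlib 3.10.9.

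Copy number calls with CONICSmat, subtype calls with genefu, trajectories with Monocle and the comparison with published normal mammary cells were not analysed here. Which of the tumor cells are normal is not analysed here either.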

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

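All results in this part were chosen after the data had been seen.

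Of the markers of immune, endothelial and pericyte cells, 9 of 11, 7 of 7 and 3 of 5 were higher in BRCA1-null tumors than in the mean of PyMT and Neu, although CD31+, CD45+ and Ter119+ cells had been sorted out. The median log2 fold change was 4.308 for immune, 6.963 for endothelial and 6.866 for pericyte markers. Without cells of the mesenchymal and immune clusters, 7 of 9, 2 of 4 and 1 of 3 of those still measured were higher. The medians over those still measured were then 4.075 for immune, 2.899 for endothelial and 2.046 for pericyte markers. Ptprc was at 0.451 CPM in replicate A and 0.814 in replicate B, Cdh5 at 6.31 and 0.651, and Rgs5 at 9.61 and 73.9.

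The change between Neu cells with and without a Cd14 UMI differed from that in PyMT cells for 7 named genes. The log2 fold change in Neu minus that in PyMT was 0.712 for Sfn (edgeR interaction, adjusted p = 0.0167), 1.05 for Cldn4 (6.08e-06), 0.8333 for Lrg1 (0.0167), 1.053 for Csf3 (0.0274), 1.068 for Cxcl1 (8.88e-06), 2.158 for Cxcl2 (8.44e-10) and 1.864 for Ifit1 (0.0414).

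Against BRCA1-null cells, the difference was 1.203 for Osmr (adjusted p = 0.0133), -2.034 for Cldn10 (1.99e-07), -0.7833 for Krt18 (0.00194), -1.871 for Cited4 (1.42e-05), -1.377 for Aqp5 (1.25e-06), -1.847 for Lalba (3.72e-09), 0.9399 for Serpinh1 (0.00399), 2.819 for Snai1 (0.0152), -0.903 for Cldn7 (0.00075), -1.42 for Plet1 (1.33e-08), -1.454 for Csn1s2a (1.28e-07), 0.8228 for Cebpd (0.00213), -1.995 for Lrg1 (2.82e-07), 2.022 for Cxcl1 (9.69e-13) and -1.334 for H2-DMb1 (0.0392). In BRCA1-null replicate B a Cd14 UMI was found in 39.1% of cells of the luminal progenitor cluster and 3.53% of the mesenchymal one, so Cd14 also divides the cells of this replicate by lineage. In replicate A the share was 25% in the luminal progenitor cluster (7 of 28 cells, 10.7% to 44.9%). It was 20.6% in Louvain cluster 1 (14.1% to 28.4%) and 8.70% in cluster 3, so a division by lineage is not shown there.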

How the results depend on the processing

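The alternatives were planned, apart from k-means and the comparison without mesenchymal and immune clusters, which were chosen after the results had been seen. The cause of a change was not tested.

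Genes higher in PyMT numbered 1533 without the filter on low counts, against 1003. Genes lower in PyMT were 1829 with DESeq2 and 1953 without the filter, against 1055, and genes lower in Neu were 2164 with DESeq2, against 1358. With single libraries left out, genes higher in BRCA1-null ranged from 1285 to 2636 and lower from 552 to 1809, genes higher in PyMT from 124 to 1976 and lower from 69 to 1553, and genes higher in Neu from 363 to 2470 and lower from 146 to 2253. Of 3432 values for named genes in the other settings 3272 kept their call, 131 gained and 29 lost it. No gene that passed in the main setting changed sign. Changes of sign in genes that had not passed were not counted. With single libraries left out, 2075 of 2571 values kept their call, 91 gained and 405 lost it. The replicate block added 19 calls among named genes and removed 11, those of Fosb, Nr4a1 and Ube2c in BRCA1-null, of Alas2, Fn1, Icam1, Irf1 and Tcf4 in PyMT and of Col1a2, Saa3 and Zfp36 in Neu. With the block 11 of 22 junction genes were lower in BRCA1-null, against 7, and 14 of 23 mesenchymal genes in PyMT, against 9. In BRCA1-null 13 of 18 basal and 20 of 23 mesenchymal genes were higher with and without it.

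The share of cells called S or G2/M at 3000 UMIs was 8.128% in BRCA1-null replicate B, 3.971% and 3.565% in the PyMT replicates, 2.948% and 4.55% in the Neu replicates, 9.03% in 4T1 and 4.896% over the 3 tumor types. By markers it was 52.08% and 18.79% in BRCA1-null, 2.181% and 10.58% in PyMT, 3.033% and 8.63% in Neu, 30.5% in 4T1 and 9.646% over the 3 tumor types. Neighbors of the same tumor type in PyMT were 99.65% with all features, 99.67% with 20 principal components and 99.44% at 3000 UMIs, and in Neu 99.76% at 3000 UMIs.

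Genes higher with a Cd14 UMI in Neu, 212, became 324 without thinning, 351 at 5000 UMIs, 0 without the block and 39 with DESeq2, which gave an adjusted p to 1919 genes against 9355 in edgeR. Genes lower, 71, became 132 at 5000 UMIs, 0 without the block, 4 with DESeq2 and 31 without predicted doublets. Csn1s2a changed sign, from -0.21 to 0.1555 without thinning (edgeR, adjusted p = 0.00219). Of 335 values for named genes in this comparison 259 kept their call.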

Differences from the paper's values

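The comparisons of correlation, highly variable genes and cell cycle were planned, and those of single genes and clusters were chosen after the results had been seen.

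The paper gives a correlation of replicates over 0.97 for all models. For BRCA1-null r was 0.9493 here, and both other ways of computing it that were planned also lay under the paper's bound, at 0.9385 from summed counts and 0.9348 among genes of at least 10 CPM. PyMT and Neu lay above it in every setting.

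The paper gives 3178 highly variable genes and 823 were found here. The paper names the function trendVar and its thresholds, whereas modelGeneVar was used here, so the fit of the trend differs. No alternative was planned for this number, and the paper does not state all settings of its selection. What accounts for the gap was not tested.

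The paper gives under 2.5% of cells in S or G2/M. The value here was 2.404%, and the 2 other measures that were planned lay above the bound, at 4.896% with cells thinned and 9.646% by markers.

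Some genes and directions also differ. The paper places Aldh1a3 in PyMT alone, and here 10 of 218 and 113 of 1870 BRCA1-null cells had a UMI of it. Free RNA was not removed, so how many of these UMIs are background is not known. The paper describes replicates as overlapping, and here most nearest neighbors came from the same library. In 4T1 the paper puts Cxcl9 with Irf1, and here Cxcl9 was highest in another cluster with walktrap and Louvain, and with Irf1 when all highly variable genes were features and with k-means. H2-Aa and H2-Ab1 were high in 2 of 3 walktrap clusters. In the walktrap division of BRCA1-null, Mki67, Zeb1 and Sfn did not peak with the genes the paper lists beside them, and of the genes it lists together Cldn3 and Krt18, Malat1 and Mfge8, and Wfdc18 peaked in 3 different clusters. With Louvain and k-means Zeb1, Sfn and Malat1 also peaked apart, and Mki67, Cldn3, Krt18, Wfdc18 and Mfge8 did not. Krt14 and Wnt10a peaked apart from their set with Louvain, and Igfbp5 and Phlda3 with k-means. The paper's marker genes come from tests between clusters of cells, and the p-values of such tests were not compared here with those of tests on tumors.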

Other observations

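The tests in this part were written before the results, apart from that of dissociation stress, and that of the mesenchymal and immune clusters was chosen to replace a first one that could not decide. How 4 of them are computed was rewritten after values were seen, to follow their written wording. Reading the test of host cells and that of dissociation stress as open was also decided after the values were seen.

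The BRCA1-null replicates differ more than those of the other tumor types. Few cells in replicate A do not explain this, since 240 random cells of replicate B had an r of at least 0.9927 with all of B in 20 draws, against 0.9385 between A and B. A different share of cells of the mesenchymal and immune clusters does not either, since outside them r was 0.9356, against at least 0.9834 for the replicates of PyMT and Neu. Cells of those kinds outside the clusters were not tested and stay open. A difference between separate tumors remains and was not tested.

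The mesenchymal cells of BRCA1-null tumors may be tumor cells or host cells. The chromosome profile of the mesenchymal cluster of replicate B followed that of its epithelial clusters with an r of 0.327, above the range of shifted profiles (-0.227 to 0.185) and below the r of 0.646 between epithelial clusters. Before the values were seen, an r above that range had been set to exclude host cells. That was wrong, because free RNA of epithelial cells in the same droplets would give the same r. The slope of the profiles was 0.1181 (standard error 0.036), and the mesenchymal cluster held 0.092 of the Krt14 of the epithelial clusters, so free RNA is not excluded and neither are host cells. The paper classes these cells as tumor cells from inferred copy number, which was not analysed here.

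Neu cells with high Malat1 and Cd14 have few UMIs. Among cells of 5000 to 10000 UMIs the lowest fold was 1.243, that of Malat1 in replicate B, while Cd14 stayed over 1.5 in both replicates, so depth may explain Malat1 and does not explain Cd14. Stress in dissociation could raise Cd14 with immediate early genes. The median log2 fold change of that list was 0.06955 in Louvain cluster 1, with 0 of 16 genes higher, and 0.9953 in cluster 3, with 12 of 16 higher, so stress remains possible for cluster 3. Between Neu cells with and without a Cd14 UMI the median of the list was 0.07044, with 3 of 16 genes higher and 1 lower. That split pools all clusters, so it does not decide the question for cluster 3.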
